# Modeling the chondrocyte-derived osteoblasts formation process reveals its molecular signature and regulation network

**DOI:** 10.1038/s41413-025-00500-6

**Published:** 2026-02-09

**Authors:** Raquel Ruiz-Hernández, Laurie Gay, Verónica Moncho-Amor, Pablo Martín, Jhonatan A. Vergara-Arce, Stefania Di Blasio, Thomas Snoeks, Unai Cossío, Ander Matheu, Maria M. Caffarel, Daniela Gerovska, Marcos J. Araúzo-Bravo, Amaia Vilas, Felipe Prosper, Sergio Moya, Daniel Alonso-Alconada, Ana Alonso-Varona, Gretel Nusspaumer, Javier Lopez-Rios, Karine Rizotti, Robin Lovell-Badge, Dominique Bonnet, Ilaria Malanchi, Ander Abarrategi

**Keywords:** Bone, Bone quality and biomechanics

## Abstract

Endochondral ossification is a physiological process involving a sequential formation of cartilage and bone tissues. Classically, cartilage and bone formation have been considered independent processes at cellular level. However, the recently described multiple cell differentiation dynamics suggest that some bone cells are indeed the progeny of cartilage cells, or chondrocyte-derived osteoblasts. We hypothesized that the cartilage-to-bone phenotype transition is triggered by specific molecular events. First, the process was assessed in mouse bone tissue, and then, it was mimicked using in vivo cell implantation and in vitro serial differentiation protocols. Data indicates that cartilage cells transition to bone cell phenotype during postnatal physiological bone formation. This process can be reproduced using cartilage precursor cells coupled to specific implantation procedures or differentiation protocols. Gene expression profiling reveals that NOTCH, BMP and MAPK signaling pathways are relevant at the phenotype-switch, while the transcription factors *Mesp1, Alx1, Grhl3* and *Hmx3* are the feasible driver genes for chondrocyte-derived osteoblasts formation. Altogether, this report shows that endochondral ossification can be modeled using primary cell cultures and data indicate that this process is regulated by specific molecular events, previously described at skeleton morphogenesis during embryo development, and from now on also linkable to postnatal bone development and regeneration processes.

## Introduction

Stem cells are defined by their self-renewal and multilineage differentiation capacities. Postnatally, multiple types of lineage-restricted stem cells have been defined in different tissues and organs. The skeletal tissue stem cell lineage hierarchy includes a transition to progenitor stages able to differentiate into cartilage, bone, stroma, and adipose phenotypes.^1^ In mice, these stem and progenitor cells are located at the resting zone of the growth plate, periosteum, endosteum, bone marrow stroma, and perivascular niches, while several different markers, as Nestin, PTHRP, LEPR, CTSK, GLI1, FGFR3 or EBF3, have been used to identify each specific cell population in their compartment.^2–7^ Therefore, adult skeletal stem and progenitor cells are defined by their location, by their expression of different marker genes and by their multilineage differentiation capacity.

Endochondral ossification is the broadly accepted mechanism of long bone formation. Postnatally, stem cells located in the resting zone of the growth plate initiate cartilage differentiation. According to the classical definition, this is a terminal differentiation process in which calcified matrix-forming hypertrophic cartilage (HC) cells undergo apoptosis.^8^ Then, angiogenic type H vessels are formed, and the surface of the remaining calcified cartilage extracellular matrix is colonized by bone marrow-resident mesenchymal stem and osteoprogenitors to form bone tissue on it.^9^ According to this description, bone formation requires at least two independent skeletal stem cells, the first one at the growth plate resting zone to initiate chondrogenesis, and the second one at the bone marrow to form bone.

Following bone histology observations, Gerstenfeld and Shapiro questioned whether all growth chondrocytes have the same apoptotic developmental fate, and suggested that a subset of growth chondrocytes may progress to “some bone like phenotype”.^10^ Further on, seminal experimental reports based on reporter mice confirmed this hypothesis.^11–13^ Using Col2a1 reporter mouse embryos, the lineage tracing studies of growth plate hypertrophic chondrocytes indicated that at least some bone tissue cells were indeed formed from cartilage cells, and therefore, they did not undergo apoptosis. These works shifted the paradigm, because they provided the first effective evidence of the relevance of a cartilage-to-bone phenotype transition process in a typical physiological context.^14^ Thereafter, this phenomenon has been described using other reporter mouse models, always during embryonic development or perinatally,^15–22^ and even in bone fracture repair processes, in which endochondral ossification also occurs.^12,21,23–25^

According to these findings, bone formation during endochondral ossification may follow parallel processes, yielding chimeric bone formed by both bone marrow derived progenitors and phenotype-transitioned cartilage cells.^26^ Moreover, some reports suggest that hypertrophic chondrocytes give rise not only to osteoblasts, but also to other bone marrow-associated skeletal stem and progenitor cells and adipocytes.^27–29^ Published studies in this field are based on observations in reporter mouse models, and some are devoted to study the underlying molecular mechanisms.^30–32^ Interestingly, new in vitro cell culture and in vivo implantation methods are now available to induce bone formation, and they could be potentially used to address this process molecularly, including determining the identity of relevant transcription factors that direct the specific cell fates.

In this report, we aimed to investigate the specific molecular events regulating the formation of chondrocyte-derived osteoblasts. To this, we generated and used in vitro and in vivo tools capable of modeling the process, which enabled us to perform molecular studies and introduce specific manipulation to perform functional validations. First, using conventional histology techniques and samples at late developmental stages, we determine and assess that a subset of cartilage cells survives the HC and the extracellular matrix mineralization stage to further transition to the bone phenotype. Then, we model chondrocyte-derived osteoblasts formation by implementing in vivo cell implantation procedures that allow studies at intermediate differentiation stages. We also recapitulate chondrocyte-derived osteoblasts formation in vitro, which eases its characterization at molecular level, followed by in vivo cell implantation functional studies. In sum, here we introduce a series of modeling tools and methods that, together with reporter mouse models, helped us to define the molecular events triggering the chondrocyte-derived osteoblasts formation and to identify the key signaling pathways and transcription factors related to this process.

## Results

### Trabecular and cortical bone formation is a sequential process starting at the growth plate

Long bone samples from a common inbred mouse strain, C57BL/6, were used to study the morphological and cellular events at the hypertrophic chondrocyte-metaphyseal interface histologically (Fig. 1). During postnatal development, long bones continue to grow by endochondral ossification processes involving the growth plate and bone marrow areas (Fig. 1a). The architecture of these areas varies depending on the developmental stage. In mice up to 5 weeks of age, the resting zone, Columnar cartilage (CC) at proliferative zone and HC zone of the growth plate are easily identifiable by histology (Fig. 1b). However, at that stage, the primary spongiosa, which is the bone formation transition area located underneath the growth plate, is a network of closely interacting multilineage cells (Fig. 1b). Growth plate size is reduced from 5 to 10 weeks and later on its size is maintained, as observed at data from 17-week-old mice (Fig. 1b, c). The primary spongiosa morphology also changes and vasculature (Endomucin staining) and associated non-resorbing osteoclasts (VPP3 staining) near the growth plate limit are easier to identify (Fig. 1b, d).^9^ Additionally, incipient trabecular bone spicules surrounded by bone marrow areas are observed (Fig. 1d). Interestingly, at this stage it is evident that the cartilage is not resorbed evenly in all the front delimiting bone marrow and HC zones. Notably, the non-resorbed cells form bars of extracellular matrix, and Sirius red staining under polarized light shows some cells surrounded by fibrillar collagen (Fig. 1d, Fig. S1). Safranin-O cartilage proteoglycan specific staining shows the heterogeneity of the trabecular bone. Histology revealed presence of cartilage proteoglycans (red) at trabecular bone, corresponding to the remains of cartilage matrix with cartilage cells. The new bone matrix (blue) was presumably formed by bone marrow resident osteoprogenitors.

**Fig. 1:**
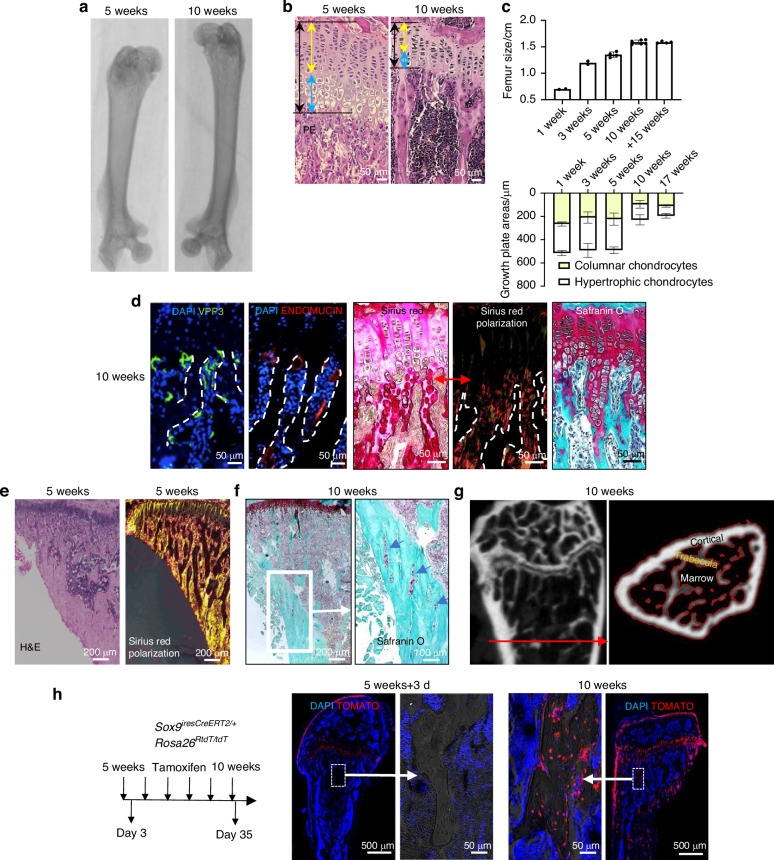
Postnatal endochondral bone development is related to growth plate cartilage cells. **a**–**g** Comparative images of 5- and 10-week-old mice, (5w, 5 weeks; 10w, 10 weeks) (*n* = 40). A) X-ray images of dissected femur bones. **b** Histology sections H&E Staining, (CC Columnar cartilage, yellow arrow, HC Hypertrophic cartilage, blue arrow). **c** Quantitative studies of bone size and size of the different growth plate areas during postnatal development (*n* = 2–5). **d** Histology characterization of growth plate area of 10-week-old mouse bone samples (Each specific staining is mentioned in each image. Safranin-O refers to Safranin-O/Fast Green staining. Dotted lines delimit trabecular bone and bone marrow). **e** Histology showing trabecular and cortical bone interconnected in 5-week-old mouse bone samples (Each specific staining is mentioned in each image), **f** Histology of 10-week-old mouse bone samples showing remains of cartilage matrix proteoglycan staining (Red at Safranin-O staining) at cortical bone. **g** micro-CT reconstruction of bone head area and a transversal section at red line, showing the interconnected nature of trabecular and cortical bone tissues. **h** Lineage tracing of SOX9^+^ cells. Schematic of tamoxifen treatment for the induction of tomato expression and representative images of histology immunostaining (*n* = 18)

Interestingly, our histological staining suggests a continuum structure from the cartilage growth plate to the trabecular and cortical bone (Fig. 1e). Histologically, this observation is more evident in 5-week-old mouse samples, due to the abundance of the trabecular bone. In 10-week-old mice, the trabecular bone matrix is less prominent and therefore, conventional histology is not useful for observing the trabecular 3D structure or trabecular-cortical interconnection. However, cortical bone presented some elongated structures that were positively stained for cartilage proteoglycans, indicating the presence of non-resorbed cartilage extracellular matrix within cortical bone (Fig. 1f). Moreover, computed tomography studies revealed that the trabecular and cortical bones are indeed connected structures starting in the vicinity of the growth plate (Fig. 1g).

Sox9 is expressed at cartilage tissue cells (Fig. S2A). Lineage tracing data show that bone samples harvested 35 days after induction present tomato-positive cells in the trabecular and cortical bone of the metaphysis area, corresponding to chondrocyte-derived osteocytes at the newly formed bone tissue, generated by longitudinal bone growth during this period (Fig. 1h and Fig. S2C, D). Of note, Tomato positive cells are also observed at articular chondrocytes and more notably at perichondral cells which are known to contribute to bone formation during endochondral ossification.

### Chondrocyte-derived osteoblasts formation can be achieved in vivo using implantation procedures

Cartilage progenitor cells from mice of different genotypes were extracted from long bone heads of mouse pups, characterized by cytometry, seeded in a gelatin scaffold with rhBMP-2 and further implanted subcutaneously in immune-compromised hosts (Fig. 2 and Fig. S3). Cells were those retrieved from control C57BL6/J mice; tomato reporter mice and Col2A1-YFP reporter mice, both treated with Tamoxifen to express lineage traceable fluorescent proteins under the control of Sox9 promoter.

**Fig. 2:**
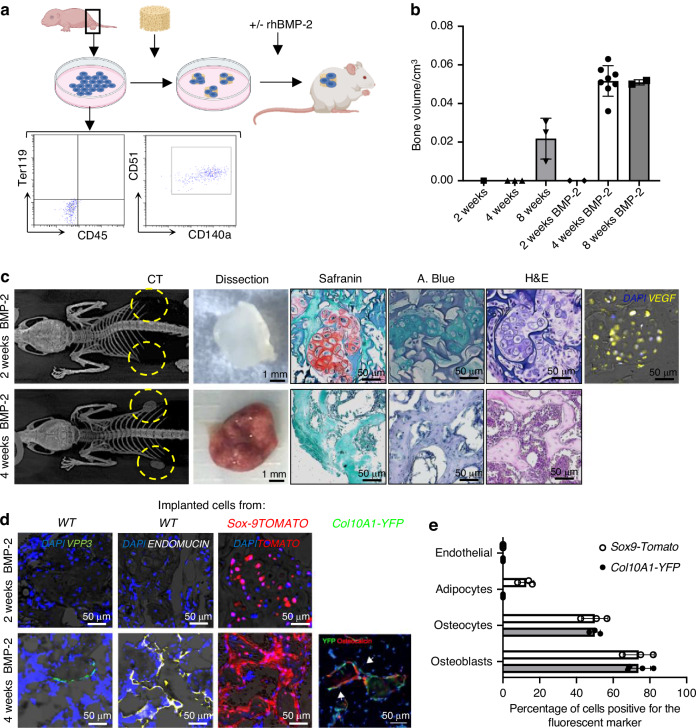
Ectopic implantation of Cartilage progenitors recapitulates endochondral ossification. **a** Schematic of cell harvesting, characterization by cell surface markers, seeding in scaffolds, rhBMP-2 addition, and subcutaneous implantation. **b**–**e** Sample characterization at 2-4-8 weeks after implantation (*n* = 2–8). **b** Quantification of ossicle volume by computed tomography (CT). **c** Computed tomography images (CT, yellow circles indicate implant location) followed by gross morphology of dissected samples and details of conventional and tissue-specific histology staining (Red color at Safranin staining, and Blue color at Alcian Blue (A. Blue) staining, indicate cartilage extracellular matrix proteins; H&E, Hematoxylin and Eosin) and VEGF immunostaining. **d** Immunostaining to locate osteoclasts (VPP3), Vasculature (ENDOMUCIN) and implanted cells (TOMATO or YFP as indicated by white arrows). **e** Quantification of implanted cells within the newly formed cell phenotypes in 4-week samples (From tomato or YFP immunostaining. “Sox9-Tomato”, quantification from Tomato immunostaining at scaffolds implanted with tamoxifen-treated cells obtained from tomato reporter mice; “Col2A1- YFP”, quantification from YFP immunostaining at scaffolds implanted with cells extracted from Col2A1- YFP reporter mice)

Data indicates calcified tissue formation at implants, which was detectable and measurable by computerized tomography (Fig. 2). Implants with rhBMP-2 formed subcutaneous ossicles after 4 weeks, while the same implantation procedure without rhBMP-2 yielded calcified tissue only after 8 weeks of implantation (Fig. 2b and Fig. S4). 2 weeks after implantation with rhBMP-2, hypertrophic VEGF-producing cartilage cells were observed, with no vascularization or osteoclast activity (Fig. 2c). Thereafter, at 4 weeks, the cartilage was replaced by bone tissue, with vascularized mature hematopoietic bone marrow and osteoclasts at the bone surface (Fig. 2c–e, Fig. S4). The scaffolds implanted with cells expressing tomato reporter show tomato positive cartilage and bone cells, and also adipose and bone lineage cells (Fig. 2d, e). However, the scaffolds implanted with Col2A1-YFP reporter cells show a more specific contribution to bone tissue formation, and did not give rise to adipocytes (Fig. 2d, e). Note in all cases the newly formed tissue is a chimeric tissue with contribution of host cells also participating in the tissue formation process (Fig. 2e).

Taken together, these findings indicate that the implanted cartilage-progenitor primary cells participate in the tissue formation process, and that cartilage-to-bone phenotype transition occurs between 2 and 4 weeks after implantation.

### Chondrocyte-derived osteoblasts formation can be modeled in vitro

Aiming to mimic chondrocyte-derived osteoblast formation process, the same source of primary cells was used in in vitro cell culture experiments. To do it, cells were induced to chondrogenic differentiation, followed by osteogenic differentiation. Assays were done in cell pellet conditions, which is the most common in vitro cartilage differentiation approach (Fig. 3), and also in scaffolds similar to the implantation approach (Fig. S5A). Multiple additional differentiation conditions were tested as controls, and samples were assessed by histology for extracellular matrix cartilage glycosaminoglycan (GAG) staining (Alcian blue staining), extracellular matrix calcification (Alizarin red staining), and gene expression studies (Fig. 3).

**Fig. 3:**
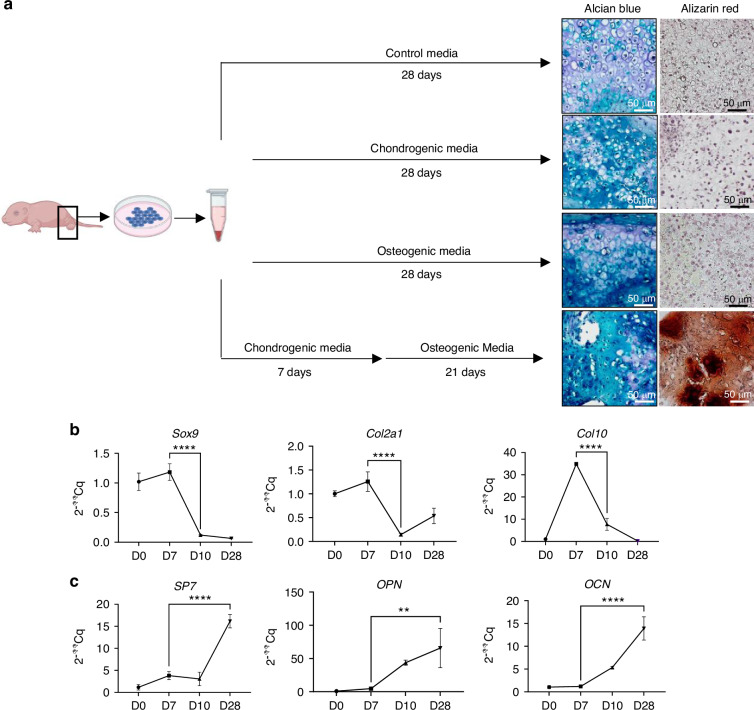
Primary cartilage precursor pellet cell culture and serial differentiation yields calcification. **a** Schematic of cell-harvesting and pellet formation, followed by multiple control, chondrogenic or osteogenic treatment sequences. Histology images of tissue specific staining (Alcian Blue, Alizarin red) (*n* = 10). Gene expression kinetics of specific **b** cartilage, or **c** bone, tissue markers on samples treated with chondrogenic media for 7 days, followed by osteogenic media treatment (*n* = 9)

Cell culture conditions were optimized in preliminary assays by testing different timings for each differentiation media, until we get the selected protocol of 7 days at chondrogenic media and 21 days at osteogenic media as the optimal one to obtain calcification. Histological data related to cell morphology and alcian blue staining show cartilage-like cells in all media treatment, indicating these primary cells have a basal cartilage commitment (Fig. 3a). Cell pellets treated with osteogenic media did not differentiate into calcified bone and extracellular matrix, surely because these cells were chondrogenic progenitors programmed only for chondrogenic differentiation (Fig. 3a). Interestingly, the cell pellets induced to cartilage differentiation first and further treated with osteogenic media showed smaller cell size and were the only ones with calcified extracellular matrix (Fig. 3a). For this treatment condition we explored the gene expression kinetics of selected cartilage and bone tissue marker genes, and data indicate an initial increase of cartilage genes, followed by further reduction of them and increase in expression of bone marker genes (Fig. 3b). For comparative purposes, gene expression data were also obtained from cell-pellets treated with the other control treatments (Fig. S5B), which confirmed that the gene expression pattern of serial differentiation protocol was unique. Altogether, data suggest that chondrocyte progenitors require some maturation towards cartilage differentiation to gain the competence of further matrix calcification ability.

### The chondrocyte-derived osteoblasts formation is regulated by specific molecular mechanisms

RNAseq studies were carried out on pellet samples harvested at different cell culture time points, specifically: 1. at the end of the cartilage priming process (7 days); 2. 1 and 3 days after the switch to osteogenic induction (day 8 and 10), and 3. at the endpoint of osteogenic differentiation (Day 28).

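RNA was sequenced from pellets of primary cartilage progenitors isolated from mouse pups and grown for 7 days in chondrogenic medium and then in osteogenic medium. The 12 libraries cover 4 time points with 3 replicates each, harvested at day 7 (D7), day 8 (D8), day 10 (D10) and day 28 (D28), that is after 0, 1, 3 and 21 days in osteogenic medium. The authors deposited 1 value per gene symbol and library, the log2 of the equalized HTSeq read count plus 1. Sorted from lowest to highest, the values of the libraries were nearly identical, with a median spread of 0.00284 among libraries above a value of 5, so the equalization acted as quantile normalization and the original library totals are not kept. Unlogged, the values of each library summed to between 25529105 and 25530208. Low values sit on discrete levels that follow the read count, so relative depth was taken from 562 genes on the levels 5 to 60 of every library, and its median was 0.955 at D7, 1.05 at D8, 0.919 at D10 and 1.27 at D28. A single read stood at a log2 value between 0.50 and 1.81, depending on the library, and such levels carry counting error only. Of the 28244 genes listed, 7935 were at 0 in all libraries, and the 17674 genes with a log2 value of at least 1 in at least 3 libraries were tested. Time points were compared with limma on the values as deposited, with 1 coefficient per time point and a variance prior that followed mean expression. A gene was called differentially expressed at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05. Where all libraries of a time point held at most 3 reads of a gene, its fold change is given as a lower bound, computed with every value under the highest 3-read level (2.87) raised to that level.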

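The first principal component of the tested genes held 44.1% of the variance, the second 20.8% and the third 7.27%. In the plane of the first and second components, the mean of D8 lay 63.9 from that of D7, and the mean of D10 lay 83.0 from that of D8. D28 lay 150.0 from D7 and 190.0 from D10. The closest libraries of different time points, 1 of D7 and 1 of D8, were 47.5 apart, 1.90 times the largest distance between replicates, which was 25.0 and occurred at D10. On the 500 most variable genes this ratio was 4.07, and with each gene scaled to unit variance it was 0.685, the lowest among the settings tried for it. Between D7 and D8, 1244 genes were differentially expressed, and 1708 genes were between D8 and D10. The count was 3340 for D10 against D7, 4854 for D28 against D10 and 3057 for D28 against D7. Of the genes that differed between D7 and D8, 995 differed in the same direction between D7 and D10 and 11 in the opposite direction. The setting that moved these counts most was the adjusted p without a fold change threshold, which gave 3714 genes for D8 against D7.

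**Figure D1:**
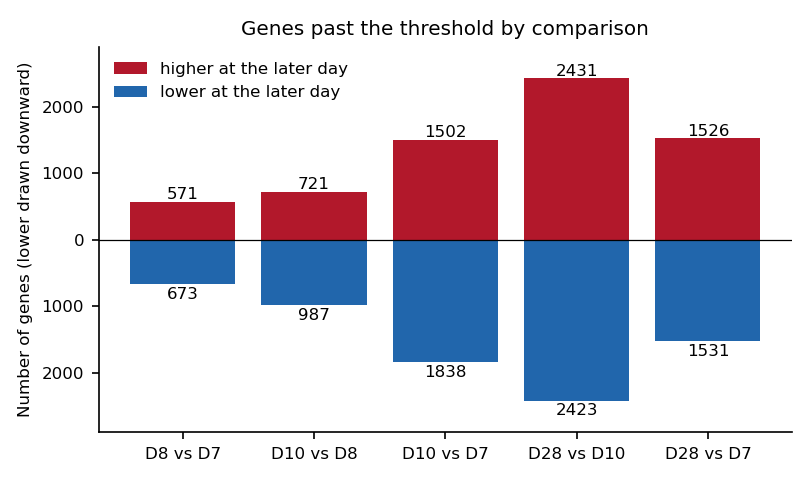
Number of differentially expressed genes (vertical axis) in each comparison of 2 time points (horizontal axis), with genes higher at the later day drawn upward and genes lower at the later day drawn downward. At D8 against D7, 571 genes were higher and 673 lower, and at D28 against D10, 2431 were higher and 2423 lower.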

Principal component analysis revealed clear differences in gene expression at the selected time points, suggesting global changes in gene expression just after the change on culture media and therefore at the beginning of the cartilage-to-bone phenotype switch (Fig. 4b). 

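Each gene was assigned to at most 1 class from its calls between the time points. A late class required D28 to differ from D7 and from D10 in the same direction, with no call for D8 or D10 against D7, and held 687 genes that rose and 608 that fell. An early class required D10 and D28 to differ from D7 in the same direction, with no call between D10 and D28, and held 199 genes that rose and 364 that fell. These definitions were fixed for the values given here, since the paper's text does not define the trends. With an absolute log2 fold change of at least 2 in place of 1, the setting that moved them most, the late classes held 398 and 224 genes and the early classes 70 and 170.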

Gene expression trend cluster maps were generated and classified (Fig. 4c, d). 

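Of the genes that differed between D28 and D7, 1526 were higher and 1531 lower at D28. By D10, 815 of them had passed the threshold in the same direction, 413 had passed it in the opposite direction and 1829 had no call against D7. The late and early classes together held 1858 genes. Cyp24a1, a vitamin D 24-hydroxylase gene on chromosome 2 of GRCm38 (170482708 to 170497145), had the largest rise under the rule used to choose genes. It was at 0 in the D7 libraries and at a log2 value of 13.53 ± 0.61 (SD, n = 3) at D28, at least 1611-fold higher (adjusted p = 8.3e-10, limma). Cfd, an adipocyte-expressed complement gene, rose from 4.71 ± 0.05 to 13.91 ± 0.31 (SD, n = 3), a log2 fold change of 9.20 (standard error 0.34, adjusted p = 5.9e-11 from limma). The other genes with the largest rises were Pla2g2a, Cdh22 and Otos, with log2 fold changes of 9.53, 7.97 and 7.63, and each had 2 D7 libraries at or under 3 reads. R3hdml fell from 11.80 ± 0.25 to 1.57 ± 1.40 (SD, n = 3), a log2 fold change of -10.23 (standard error 0.49, adjusted p = 8.2e-10, limma). Eln, the elastin gene, fell from 15.97 ± 0.14 to 8.53 ± 0.14 (SD, n = 3), a log2 fold change of -7.44 (standard error 0.19, adjusted p = 1.7e-12, limma). The log2 fold change of 1520401A03Rik was -9.83 and that of Adamtsl2 was -6.59. Myh3, an embryonic myosin heavy chain gene, held at most 3 reads in the D28 libraries and was at least 71.3-fold lower there.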

In the first group, those trends defining the gene expression change between initial cartilage (D7) and final bone phenotype (D28) were grouped and subsequently analyzed (Global trend study at Fig. 4c). 

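A list of bone matrix and mineralization genes was written in advance. Of its 9 tested genes, 2 were higher and 2 lower at D28 than at D7, and 5 had no call. Their median log2 fold change was -0.58. Among all genes of bone matrix and mineralization examined, the osteocalcin genes, Fig. 3 markers outside that list, had a higher mean at each later time point. Bglap (chromosome 3, 88383501 to 88384464, GRCm38) went from 3.21 ± 1.08 at D7 to 8.98 ± 0.03 at D28 (SD, n = 3), a log2 fold change of 5.77 (standard error 0.45, adjusted p = 1.1e-07, limma). Its neighbour Bglap2 had a log2 fold change of 5.87 (standard error 0.39, adjusted p = 2.3e-08, limma), and Bglap3, at most 3 reads in the D7 libraries, was at least 20.7-fold higher at D28. Spp1 rose by 1.65 (standard error 0.31, adjusted p = 0.00053, limma). Its value was identical in the 3 D10 libraries, where it ranked directly below Col2a1, so the equalization by rank set its lack of spread there. Dmp1 rose by 2.21 (standard error 0.46, adjusted p = 0.0012, limma). Phex rose by 1.45 (standard error 0.40, adjusted p = 0.010, limma), a call lost without replicate 3 and under the study's own rule. Other genes of the group were lower at D28. Ibsp had a log2 fold change of -1.49 (standard error 0.29, adjusted p = 0.00087, limma) after a value of 9.15 ± 0.57 (SD, n = 3) at D10, the lowest of its 4 time points. Col1a1 had a log2 fold change of -1.42 (standard error 0.34, adjusted p = 0.0039, limma), a call also lost without replicate 3. Alpl changed by -0.79 and Sp7 by -0.32, neither past the threshold. Without replicate 2 the change of Alpl was -1.14 and past the threshold, and without replicate 3 the change of Sp7 was 0.034. Of the 895 mouse Reactome sets tested by Fisher's exact test (one-sided) against a background of 5405 genes, 33 were enriched among the genes that differed between D28 and D7. Extracellular matrix organization held 82 such genes of 227 (adjusted p = 3.3e-06) and Collagen formation 25 of 68 (adjusted p = 0.030). The set with the smallest p was Striated Muscle Contraction, with 22 of 29 (adjusted p = 1.3e-07). By limma's camera test, which ranks all genes, Extracellular matrix organization had an adjusted p of 0.22 and Collagen formation one of 0.0014, both in the downward direction at D28, and 114 sets passed the threshold, the largest change of that count. Without replicate 1, Collagen formation had an adjusted p of 0.052 by Fisher's exact test.

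**Figure D2:**
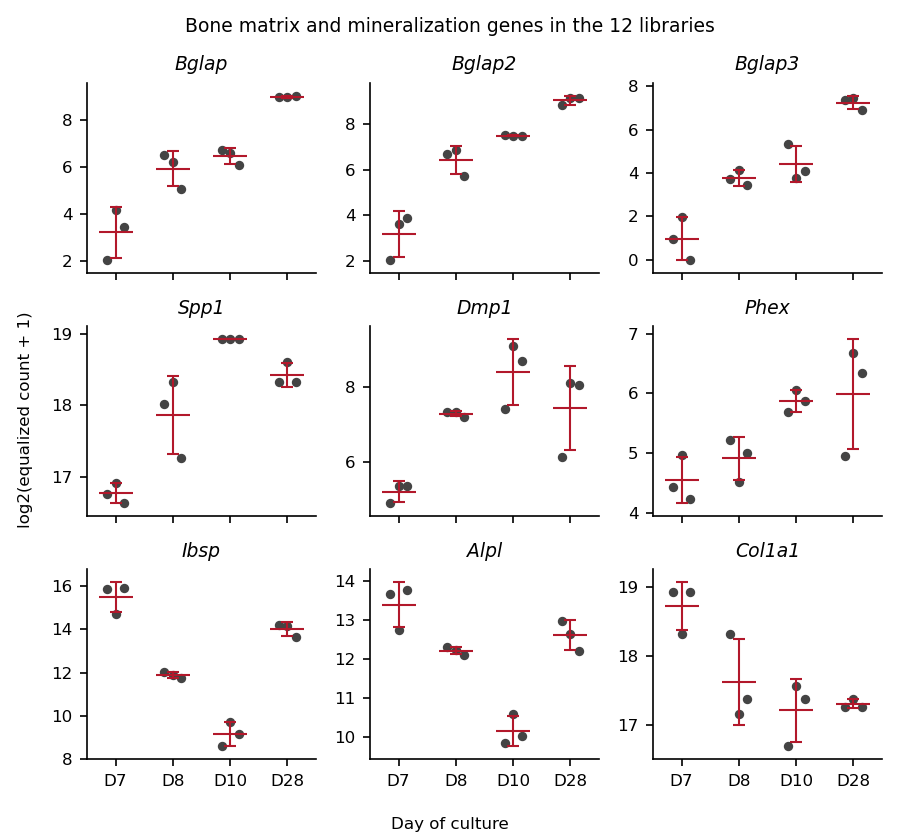
Deposited values, log2(equalized count + 1), of 9 bone matrix and mineralization genes (vertical axis, a separate range for each gene) by day of culture (horizontal axis). Points are libraries, 3 per time point, and the red bars show the mean and its SD. Bglap, Bglap2 and Bglap3 are highest at D28, while Ibsp and Alpl are lowest at D10.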

A gene ontology study of these genes revealed that cells undergo ossification by mineralization of extracellular matrix (Fig. 4c). A second group was formed by those trends defining the gene expression changes during the initial transition stages (genes with altered expression at D8 and D10) (Fig. 4d). This set of genes also indicated a regulation in skeletal cell differentiation. 

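Genes were assigned to a D10 class when D10 differed in the same direction from D7 and from D28, with no call between D28 and D7. A D8 class required D8 to differ in the same direction from the other time points, with no call for D10 or D28 against D7. The D10 peak class held 780 genes and the D10 dip class 736, and the D8 peak and dip classes held 20 and 12. Together these classes held 1548 genes. At D10, 120 of the D10 dip genes (16.3%) were at or under 3 reads in all libraries, so the size of their fall is a lower bound. With every value under 2.87 raised to that level, a setting chosen after the data were seen, the D10 dip class held 592 genes. With median-of-ratios scaling, chosen in the same way, the balance was reversed, with 660 D10 peak and 838 D10 dip genes. So it was with a pseudocount of 0.1, also chosen then, with 702 and 801. Some alternatives set in advance reversed it too. These were a mean log2 value of at least 3 (620 and 649), leaving out replicate 1 (560 and 632) and a log2 fold change threshold of 2 (261 and 361). The other alternatives kept more D10 peak than D10 dip genes. With an absolute log2 fold change of at least 2, the 4 classes together held 631 genes.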

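The D10 peak genes with the largest rises over D7 were Cd300lb, Itga2, Ptgs2, Prr32 and Nmu. Cd300lb rose from 4.34 ± 0.33 to 9.61 ± 0.29 (SD, n = 3), a log2 fold change of 5.27 (standard error 0.37, adjusted p = 4.3e-08, limma). Itga2, an integrin gene, had a log2 fold change of 5.11 (standard error 0.24, adjusted p = 1.0e-09, limma), and Ptgs2, which encodes cyclooxygenase-2, one of 5.03 (standard error 0.32, adjusted p = 1.5e-08, limma). The log2 fold changes of Prr32 and Nmu were 4.85 and 4.84. Among D10 dip genes, Ihh, which encodes the Indian hedgehog signal of growth plate chondrocytes, fell from 7.73 ± 0.30 to 1.76 ± 1.54 (SD, n = 3) at D10 and stood at 7.88 ± 1.29 at D28. Its log2 fold change at D10 was -5.98 (standard error 0.66, adjusted p = 3.7e-06, limma), with 2 of the 3 D10 libraries at or under 3 reads, as for Kank4. The log2 fold change of Mest was -5.55 (standard error 0.20, adjusted p = 1.0e-10, limma), and those of Kank4, Kcna2 and Hsd11b2 were -5.70, -5.60 and -5.50. Reactome's Extracellular matrix organization set held 41 intermediate genes (adjusted p = 0.0065, one-sided Fisher's exact test), and its direction at D10 was downward by camera (adjusted p = 1.5e-05). GPCR ligand binding held 43 genes of 228 (adjusted p = 0.0025, same test), but by camera its adjusted p was 0.37. In all, 6 sets passed the threshold by Fisher's exact test and 51 by camera at D10 against D7.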

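Signaling sets of the Reactome collection were tested for the 497 intermediate genes in its background. Signaling by BMP held 6 such genes of 22, against 2.02 by chance (one-sided Fisher's exact test, unadjusted p = 0.012, adjusted p = 0.39). Signaling by NOTCH held 9 of 69, against 6.34 by chance (unadjusted p = 0.18). The RAF MAP kinase cascade set, the nearest MAPK set tested, held 1 of 10 (unadjusted p = 0.62). The adjusted p was 1 for these last sets, so none of the 3 passed the threshold over the sets tested. The paper tested gene ontology terms for these pathways on its own gene list, which was not repeated here. Single genes with roles in these pathways moved strongly by D10. Dusp4, a phosphatase of MAP kinases, went from 3.99 ± 0.67 at D7 to 9.49 ± 0.58 (SD, n = 3) at D10, a log2 fold change of 5.50 (standard error 0.34, adjusted p = 1.1e-08, limma). Spry2, an inhibitor of receptor tyrosine kinase signaling, rose by 4.21 (standard error 0.19, adjusted p = 7.4e-10, limma). Both remained above D7 at D28 and so fell in no intermediate class. The Notch ligand gene Dll1 rose by 2.62 (standard error 0.54, adjusted p = 0.0011, limma). The BMP antagonist genes Nog and Chrdl2 had log2 fold changes of -3.64 (standard error 0.20, adjusted p = 3.5e-09, limma) and -4.78 (standard error 0.20, adjusted p = 4.3e-10, limma).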

Interestingly, the MAPK cascade, NOTCH signaling pathway and BMP signaling pathway, were found to be the molecular events most modulated during the initial stages of cartilage-to-bone transition (Fig. 4d). A transcriptional regulatory network analysis (Fig. 4e) indicated that some of these genes are related to somitogenesis, an embryonic developmental process that gives rise to skeletal tissues, muscle, endothelial cells and dermis, suggesting that there is a molecular resemblance between cartilage-to-bone phenotype transition and other developmental processes. 

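The paper drew the network of Fig. 4e from genes selected as changed in these same libraries, so calls for them are no independent test. The labels of 34 genes could be read in Fig. 4e, and all were tested. At D10 against D7, 10 of them were higher and 23 lower, and 33 also passed with the adjustment made over the list alone. In the intermediate classes, 8 were D10 peak genes, 12 were D10 dip genes and 1, Casr, was a D8 peak gene. Casr was at or under 3 reads in every D7, D10 and D28 library. It was in no class with low values raised to 2.87, with a pseudocount of 0.1 or with any replicate left out. The remaining 13 differed between D28 and D7 and were in no intermediate class. All D10 libraries were at or under 3 reads for 9 of the 34 genes. Among genes tied to somitogenesis in the network, Mesp1 is described with the transcription factors. The secreted frizzled-related genes Sfrp1, Sfrp2 and Sfrp5 had log2 fold changes of -3.62, -3.31 and -4.40 at D10 (limma, adjusted p = 5.6e-08, 1.3e-05 and 2.4e-07). Tspear, at a log2 value of 2.66 ± 0.13 (SD, n = 3) at D7, was at 0 in the D10 libraries, and its call is lost when low values are raised to 2.87, which lies above these D7 values. Lost as well at that level are the falls of Vwc2 and Edn1 and the rises of Epgn, Npffr2 and Cd74. From the network of these genes, the paper proposes that the cartilage-to-bone transition resembles other developmental processes at the molecular level.

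**Figure D3:**
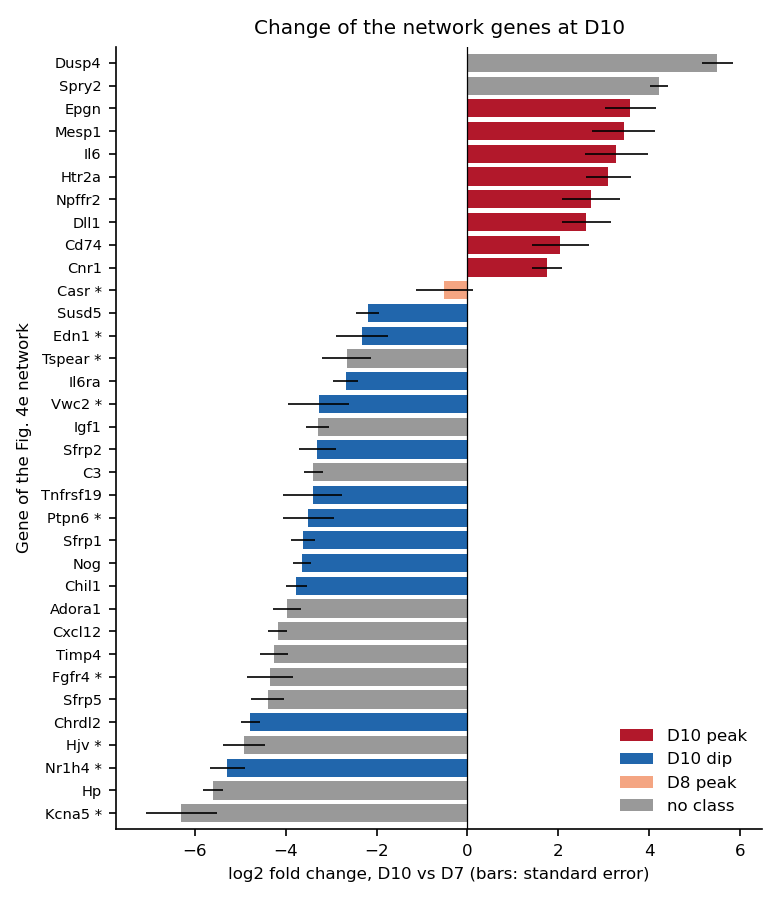
Log2 fold change at D10 against D7 (horizontal axis) of the 34 genes read from the network (vertical axis), with the standard error from limma as a thin line. Colours give the class, and an asterisk marks the 9 genes at or under 3 reads in all D10 libraries. Bars with an asterisk show the change as fitted, not its lower bound, which for Kcna5 is at least 10.8-fold lower. The bars without an asterisk range from Dusp4 at 5.50 to Hp at -5.60. Of these, Mesp1, Epgn, Npffr2 and Cd74 were at or under 3 reads in all D7 libraries. Their bars also show the change as fitted, not its lower bound, which for Mesp1 is at least 2.62-fold higher.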

The transcription factors altered at the initial stages of cartilage-to-bone transition were identified. 

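At D10 the 4 transcription factors that rose were at low levels. Alx1 (chromosome 10, 102998707 to 103030215, GRCm38) stood at a log2 value of 3.12 ± 0.68 at D7 and 5.30 ± 0.43 at D10 (SD, n = 3), a log2 fold change of 2.19 (standard error 0.53, adjusted p = 0.0036, limma). Hmx3 (chromosome 7, 131542867 to 131544925) had at most 3 reads in each D7 library and 5.26 ± 0.76 (SD, n = 3) at D10, at least 5.24-fold higher (adjusted p = 5.2e-05, limma). Grhl3 (chromosome 4, 135541888 to 135573630) had at most 3 reads in each D7 and D28 library and 4.31 ± 1.07 (SD, n = 3) at D10, at least 2.71-fold higher than at D7 (adjusted p = 0.00095, limma) and than at D28. Mesp1 (chromosome 7, 79792241 to 79793788) had at most 3 reads in each D7 and D8 library and 4.27 ± 1.10 (SD, n = 3) at D10, at least 2.62-fold higher than at D7 (adjusted p = 0.00098, limma). From D10 to D28 the log2 fold change was -3.31 for Hmx3 and -3.59 for Mesp1, with 1 and 2 D28 libraries at or under 3 reads. The 3 genes were D10 peak genes, but their mean values were too low for them to be tested with a filter on a mean log2 value of at least 3, and Grhl3 was in no class under the study's own rule or with a pseudocount of 0.1, the latter chosen after the data were seen. The 8 transcription factors that fell, Zkscan16, Zfp648, Nr1h4, Klf14, Rbpjl, Barx2, Sox8 and Klf2, were all D10 dip genes. Sox8 and Klf2 had log2 fold changes of -3.09 and -3.12 at D10 (limma, adjusted p = 2.0e-07 and 6.2e-08) at levels well above the 3-read level. Zkscan16 and Rbpjl were at or under 3 reads in each D10 library, and the fall of Rbpjl was at least 3.77-fold (adjusted p = 1.8e-05, limma). The call of Zkscan16 is lost when low values are raised to the 3-read level. It is also lost without replicate 3 (log2 fold change -2.18, adjusted p = 0.086, limma), where Zkscan16 is in no class.

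**Figure D4:**
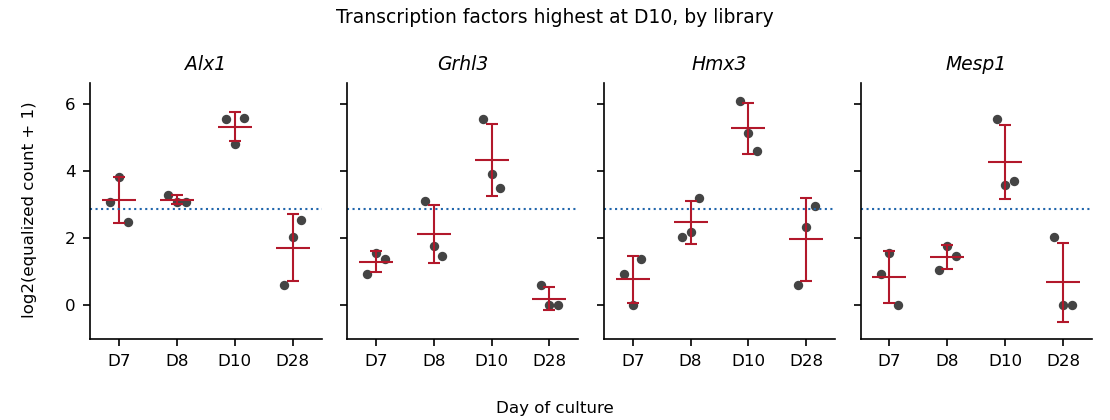
Deposited values, log2(equalized count + 1), of the 4 transcription factors that rose (vertical axis) by day of culture (horizontal axis). Points are libraries, 3 per time point, red bars show the mean and its SD, and the dotted line marks 2.87, the highest 3-read level of any library. In all 4 panels the D10 libraries lie above the line.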

(Fig. 4f).

**Fig. 4:**
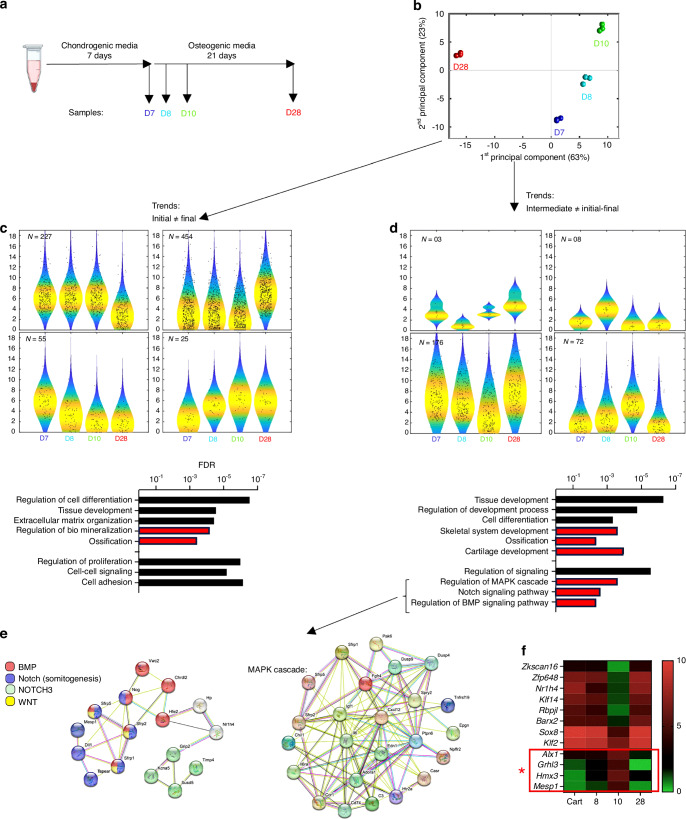
In vitro detection of the molecular signature of Cartilage-to-bone phenotype switch by RNAseq study. **a** Schematic of the assay. **b** Principal component analysis of samples harvested at different points of the serial chondrogenic-osteogenic differentiation protocol (D7, day 7 of culture and before changing to osteogenic media; D8, Day 8; D10, Day 10; D28, Day 28) (*n* = 3). **c** Trend clusters and gene ontology study corresponding to the analysis of the pool of genes differentially expressed at the end of the study compared to the end of chondrogenic differentiation (D28 vs D7). *N* in the graphic correspond to genes observed in each cluster. **d**–**f** Data from trends at intermediate points. **d** Trend clusters and gene ontology study corresponding to the analysis of the pool of genes differentially expressed at the beginning of osteogenic induction. *N* corresponds to genes observed in each cluster. **e** Transcriptional regulatory networks of genes related to signaling pathways. **f** Heat map of transcription factors modulated at intermediate points (*, Highly expressed only at intermediate points)

Altogether, using in vitro cell culture approaches, we have obtained gene expression data characterizing the chondrocyte-derived osteoblasts formation process. We have also identified the presence of transcription factors relevant for skeletal morphogenesis during embryonic development.

### Cartilage-to-bone phenotype switch related transcription factors are expressed at bone forming locations

To validate the data obtained in the in vitro gene expression study, the presence of the observed transcription factors in vivo was evaluated by immunostaining (Fig. 5). First, histological samples from late postnatal bone development were tested (Fig. 5a). All four transcription factors were found in the primary spongiosa area of samples from 5-week-old mice, the area in which cartilage-to-bone phenotype switch starts. Interestingly, Mesp1, Alx1 and Hmx3 were not present in the growth plate, indicating that they were not relevant in the chondrogenesis process. In samples from 10-week-old mice, there was no expression of these transcription factors in the growth plate or bone marrow areas (Fig. 5a).

**Fig. 5:**
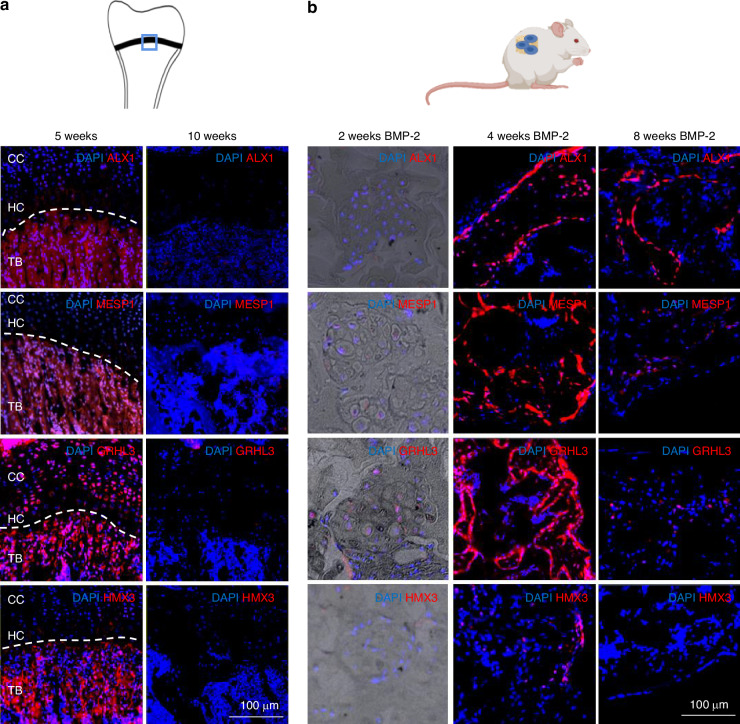
Targeted transcription factors are expressed at bone formation areas and times. **a** Immunostaining at bones during postnatal development. Blue square at bone schematic indicates the area shown in the images. Samples from 5- and 10- week-old mice were analyzed (CC columnar cartilage, HC Hypertrophic cartilage, TB Trabecular bone area) (*n* = 3). **b** Immunostaining at bone-forming implantation model. Samples harvested at 2, 4, and 8 weeks of implantation (*n* = 3)

Samples from the subcutaneous implantation-based in vivo endochondral ossification model were also evaluated for the presence of these transcription factors at different timepoints after implantation (Fig. 5b and Fig. S6). Interestingly, the samples harvested 2 weeks after implantation showed cartilage formation and no staining for the four transcription factors. In contrast, in samples harvested at 4 weeks after implantation, previously shown to be the time point for cartilage-to-bone phenotype switch in this model (Fig. 2c), we could observe here that implanted tomato positive cells show also nuclear positive staining for Mesp1, Alx1 and Grhl3 transcription factors at this timepoint (Fig. S6). Late in the bone formation process (at 8 weeks), the expression of the targeted genes disappears again, as observed in samples harvested 8 weeks after implantation, when the de novo formed bone reaches homeostasis similarly to an adult bone (Fig. 5b). Alx1 is still present, which may be still expressed at a lower amount at 8 weeks or just degraded at lower rate by cells.

The next step was gene silencing and overexpression in chondrocyte progenitors. In vitro testing indicated that specific gene silencing of any single factor leads to abrogation of in vitro bone formation (Fig. S7). When *Alx1* and *Mesp1* were silenced, there was non-significative effect in the expression of other genes. When *Hmx3* and *Grhl3* were silenced, the rest of the target genes were also downregulated (Fig. S8). Conversely, when gene overexpression was tested, the in vitro differentiation ability was not altered in any case. Moreover, when any of them is upregulated, at in vitro differentiation procedure the rest of the selected genes tend to be upregulated too, which may indicate a boost and speed up at the tissue formation process in all cases (Fig. S9).

Functional analysis of candidate transcription factors was performed using the subcutaneous implantation-based ossification model to test whether these transcription factors are required for in vivo bone formation. Gene silencing abrogated bone formation at 4 weeks in all cases, as observed by gross morphology (Fig. 6a) and by quantification of computerized tomography data (Fig. 6b), suggesting all 4 genes are relevant and each one of them necessary in tissue formation process. In contrast, cells overexpressing each one of the selected genes produced calcified ossicles of equivalent size to those of the control samples at 4 weeks, but more vascularized. Assays reducing the implantation time to 2 weeks were also performed. At this timepoint, and in contrast to control implants, the scaffolds with cells overexpressing the target genes exhibited vascularized and calcified ossicle formation, as observed by gross morphology (Fig. 6a) and by quantification of computerized tomography data (Fig. 6c). Histology of these samples indicated no vascularization or bone formation in control samples at this 2 weeks timepoint, but highly vascularized bone marrow formation in scaffolds implanted with cells overexpressing *Alx1*, *Mesp1* and *Grhl3* (Fig. 6a).

**Fig. 6:**
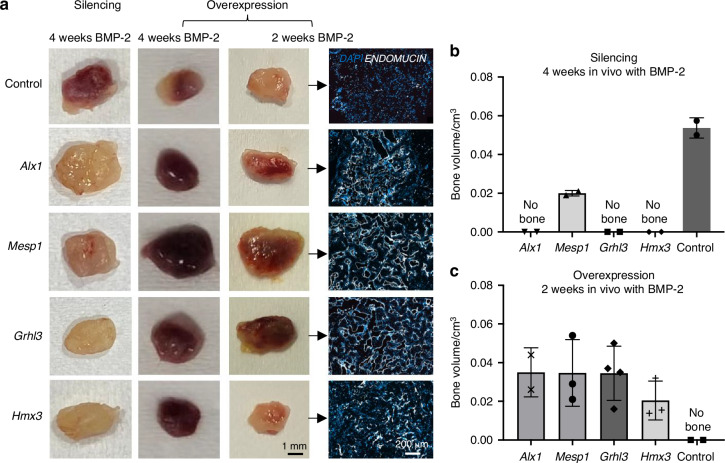
Gene silencing or overexpression of selected genes modify bone formation. **a** Macroscopic appearance of scaffolds at harvesting. Immunostaining of Endomucin and DAPI at samples implanted 2 weeks with BMP-2 (*n* = 2–5). **b**, **c** Ossicle volume measured by Computed tomography. **b** Ossicle volume in samples carrying gene silenced cells and BMP-2, and implanted for 4 weeks. **c** Ossicle volume in samples carrying specific gene overexpressing cells and BMP-2, and implanted for 2 weeks

These data indicate these 4 transcription factors discovered as relevant in bone formation process are indeed correlated, but each of them has irreplaceable activity during bone formation process. Silencing of each one of them abrogates tissue formation process, while overexpression of any of them triggers vascularization and bone formation processes.

## Discussion

Chondrocyte-derived osteoblasts have been discovered and studied mainly using in vivo transgenic mouse models. In this work, we explore the possibility to generate cell culture tools and apply them to this field, aiming to facilitate its study by in vitro gene expression and in vivo implantation approaches. Inspired in tissue engineering and biomaterials-based approaches, this work takes advantage of a relatively simplistic in vitro 3D culture model useful to generate relevant molecular data, and to validate the findings by in vivo functional assays.

First, bone tissue samples were studied. Classically, trabecular and cortical bone are defined as separate bone entities with distinct extracellular matrix and structure. Cortical bone is defined as compact-dense bone found at the outer layer of the long bones, while trabecular or cancellous bone is defined as a porous network located mainly in the metaphysis bone marrow and with high remodeling activity. The metaphysis area of developing bones is a dynamic structure and bone samples in young adults provides valuable information about trabecular bone formation. In these samples, blood vessels and vessel-associated osteoclasts invade the empty spaces left by apoptotic hypertrophic cells. Using histology and 3D imaging, and in contrast to the well-established apoptosis-based endochondral ossification model, here we show that some cartilage cells remain embedded in the trabecular bone matrix, and they are able to modify the extracellular matrix, in example, collagens (Fig. 1 and Fig. S1).

However, whether these cartilage cells die or survive bone remodeling cannot be elucidated using conventional 2D histology or 3D imaging techniques in non-transgenic mice. Instead, transgenic mice bearing the combination of site-specific recombination systems (Cre-loxP) with conditional reporter genes are useful to label and lineage tracing tissue-specific cells without disturbing their physiological functions.^33^ Previous reports already used this tool to track mesenchymal cell fate in bone and cartilage development context.^5–7,12,17–20,25,34–38^ Here we focused on Sox9, the master regulator of chondrogenesis, which at mice bone organ is found only in cartilage cells located at the growth plate of long bones (Fig. S2). Therefore, and similar to Banali et al.,^39^ we focused on tracing in juvenile mice the fate of Sox9 positive growth plate cartilage cells (Fig. 1 and Fig. S2). These data assess the relevance of the chondrocyte-derived osteoblasts in physiological context, as we found that the derivatives of a subset of growth plate cartilage cells survive within the trabecular bone matrix, and transition their phenotype to bone cells.^11,17^

Working with endogenous bone tissue helped us to reveal chondrocyte-derived osteoblasts at postnatal stages and in young adults. Most likely, chondrocyte-derived osteoblasts coexist with the classically defined cartilage apoptosis and replacement by bone marrow resident osteoprogenitors, resulting in the formation of trabecular and cortical bone tissues of chimeric cellular origin.^26^

At this point, we wondered whether it would be possible to define the underlying molecular mechanisms of the chondrocyte-derived osteoblasts formation process. To do so, we looked for modeling options compiling cultured cells and implantation procedures, which would facilitate the understanding of the molecular mechanisms involved.^40^ Primary cartilage-progenitors were selected as a feasible cell culture model, so, cartilage progenitor cells were extracted from long bone heads of mouse pups.^41,42^ This approach yielded a homogeneous Ter119^-^, CD45^-^, PDGFR^+^, and CD51^+^ cell population (Fig. 2 and Fig. S3), in accordance with the skeletal progenitor cell phenotype previously reported by Chan et al.^7^ These cells were used in a bone forming implantation model based on endochondral ossification stimulation by the rhBMP-2 osteogenic protein.^43–50^ This model induces bone formation following consecutive cartilage and bone differentiation processes, and data shows that the implanted cells participate in these tissue formation processes. Moreover, cartilage-to-bone phenotype transition occurs between 2 and 4 weeks after implantation (Fig. 2 and Fig. S4).

To model and study cartilage-to-bone transition, we mimicked the process in cell culture context (Fig. 3 and Fig. S5). The multilineage potential of mesenchymal cells is usually assessed in vitro by using specific differentiation media and specific cell culture conditions, involving cell pellet formation for optimal cartilage differentiation. To recapitulate the chondrocyte-derived osteoblasts formation process, a serial differentiation protocol was used in which primary progenitor cell pellets were first lineage-committed to cartilage, and subsequently treated with osteogenic media. Interestingly, chondrogenic priming is a concept previously explored to effectively boost in vivo bone formation by implantation of previously in vitro primed, mesenchymal stem cells toward cartilage differentiation.^51,52^ However, to our knowledge, a serial in vitro differentiation approach has not been used to study cartilage-to-bone transition point. Data shown in Fig. 3 strongly suggest that chondrocyte progenitors being committed to cartilage differentiation are those which gain the competence to acquire later on the osteogenic features.

Being able to model the chondrocyte-derived osteoblasts formation at cell culture context allowed us to study this process at a molecular level. Gene expression studies shown at Fig. 4 indicate that the in vitro serial differentiation protocol induced the expression of genes related to skeletal cell differentiation and ossification by mineralization of extracellular matrix. Moreover, there were regulated multiple genes related to the MAPK cascade, NOTCH signaling pathway and BMP signaling pathway, which are well-known regulators of skeletal development and homeostasis.^53,54^

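Of the pluripotency factors examined, Klf4 rose from 11.10 ± 0.06 at D7 to 12.53 ± 0.37 (SD, n = 3) at D10, a log2 fold change of 1.44 (standard error 0.17, adjusted p = 6.5e-06, limma), and was a D10 peak gene. Myc rose by 1.55 over the same days (standard error 0.20, adjusted p = 2.2e-05, limma) and stood at 10.19 ± 0.04 (SD, n = 3) at D28. Sox2 was at 2.45 ± 0.47 (SD, n = 3) at D7, with 2 of the 3 libraries at or under 3 reads, and at 0 at D10. Nanog did not differ between D10 and D7 (adjusted p = 0.39, limma), with at most 3 reads in 2 of the 3 D10 libraries. Pou5f1 was listed at 0 in all libraries.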

Focused on transcription factors, it was observed that there were no cell reprogramming-related transcription factors, suggesting that the cartilage-to-bone transition is a phenotype switch process, rather than a dedifferentiation or reprogramming event. Indeed, most of transcription factors found in the study have been previously related to bone and cartilage tissue morphogenesis. Among downregulated ones, zfp648 and Barx2 are related to collagen 2 and cartilage tissue.^55,56^ Moreover, Barx2 has been previously reported as co-expressed with Sox-9, and they cooperate in regulating the expression of collagen 2. Klf14 inhibits osteogenesis and deficiency in Nr1h4 is related to increased osteoclastogenesis.^57,58^ Therefore, the reduction in the expression of these transcription factors suggests a reduction in chondrogenesis process. 

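These 4 genes were in the D10 dip class. Zfp648 was at 6.00 ± 0.29 at D7 and 1.41 ± 1.27 at D10 (SD, n = 3), with each D10 library at or under 3 reads, a fall of at least 8.72-fold (adjusted p = 2.1e-06, limma). Nr1h4, under the same limit, fell at least 14.7-fold (adjusted p = 5.0e-08, limma), and Barx2 at least 3.57-fold (adjusted p = 0.00080, limma). Klf14 had 2 of the 3 D10 libraries at or under 3 reads and a log2 fold change of -4.42 (standard error 0.59, adjusted p = 2.3e-05, limma). At D28 all 4 were again above their D10 values. Zfp648 stood at 6.89 ± 0.20, Nr1h4 at 6.59 ± 0.09, Barx2 at 5.56 ± 0.68 and Klf14 at 5.31 ± 0.07 (SD, n = 3), and none of them differed between D28 and D7 at the threshold.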

On the other hand, among the 4 transcription factors highly expressed (Fig. 4f), *Alx1*, also known as cartilage homeoprotein 1 (*Cart1*) is an evolutionarily conserved regulator of embryonic skeletal morphogenesis, especially craniofacial bone development,^59^ which is highly expressed in early chondrocytes of primary primordia, but expressed at lower levels by mature chondrocytes,^60^ and upregulated during the MSC osteodifferentiation process.^61^ 

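In the pellets, Alx1 went from 3.14 ± 0.13 at D8 to its D10 level and then to 1.71 ± 1.01 at D28 (SD, n = 3), a log2 fold change of -3.59 between D10 and D28 (standard error 0.53, adjusted p = 3.4e-05, limma). Its value at D28 was also lower than at D7, by a log2 fold change of -1.41 (standard error 0.53, adjusted p = 0.047, limma), which left it outside the D10 peak class. That last call is lost, and Alx1 is a D10 peak gene, without the filter on low values, with the filter on a mean log2 value of at least 3 and under the study's own rule, among other settings. Without replicate 3, the rise of Alx1 at D10 was 1.72 and no longer past the threshold, and Alx1 was a late down gene.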

*Hmx3* is required for the morphogenesis of the developing inner ear. Depending on the gene mutation approach, *Hmx3* null mice are viable,^62^ or die postnatally, with growth retardation during their postnatal development, which is also reported as postnatal Dwarfism.^63^ *Grhl3* has been defined as an important gene in palatogenesis and cranial development and it has been related to craniosynostosis.^64^ Finally, *Mesp1* is considered a master regulator of the mesoderm differentiation. In skeletal tissue, *Mesp1* has been related to skull bone formation.^65^ Different lineage tracing approaches have identified chondrocytes, adipocytes, bone precursors and bone marrow mesenchymal stroma cells, among others, as the progeny of MESP1 positive cells.^66,67^ Altogether, their roles in chondrogenesis and osteogenesis, along with the specific expression patterns observed, were compatible with the starting of the switch from cartilage to bone phenotype when chondrocyte progenitors are primed to undergo ossification at the formation point of trabeculae underneath the growth plate. Note too that bone vascularization is a key process during endochondral ossification, and it is taking place at the same location, while interestingly, *Grhl3*, *Mesp1* and *Alx1* have been related to vascularization in different contexts.^9,68–70^ To validate the in vitro results, the overexpressed transcription factors were studied in vivo. We found that they are expressed during the endochondral ossification process, specifically after cartilage formation and during the transition to the bone phenotype (Fig. 5 and Fig. S6). Further functional analysis also shows that silencing of these transcription factors functionally impairs the bone formation process, while their overexpression speeds up this and vascularization (Fig. 6 and Figs. S7, 8). To our knowledge, there is no known direct, well-established interaction between these specific genes, but they do play relevant roles in overlapping developmental pathways and developmental stages. Our data suggests that, their coordinated expression and function may be indispensable for successful cartilage and bone tissue formation and vascularization.

We acknowledge that this research may show several limitations. First, focused on translational value of results and conclusions, we should note that the growth plate closes after puberty in humans, and therefore, any result obtained in mouse models may be limited to certain species. Also, primary cultures may quickly lose their cellular identities. Precisely, here presented protocols try to avoid it by inducing immediately the chondrogenic cell commitment, thereby standardizing the phenotype at the cell culture and preparing them to be able to mimic the cartilage-to-bone phenotype switch. Also note that, at in vitro cell cultures, multiple differentiation media are used as cell-extrinsic features or signaling, which indeed may not reflect accurately the cellular and signaling complexity of in vivo environment. Of note, other factors such as blood vessel endothelial cells and hematopoietic cells as osteoclasts may certainly interact with, or even drive, the normal endochondral ossification processes and that effect is not tested in these in vitro studies. Indeed, the transcription factors observed are related to ossification, but also to induce osteoclasts, induce vascularization and reduce chondrogenesis. We consider that data assessment by in vivo implantation models has been pivotal to define the relevance of the findings. Gene silencing strategy abrogates in vivo bone formation, but it may be possible that it even abrogates chondrogenesis, vascularization or clastogenesis, none of them can be discarded with these results. Besides, gene overexpression hints at a positive correlation between vascularization and bone formation, but the mechanism in which the implanted cells induce the vascularization directly or indirectly, and which other cells are involved, has not been addressed in this study. Moreover, the cell implantation model here presented is very different from the actual development of a long bone, and conclusions raised from here may need to be further assessed using genetic KO mouse models.

In sum, histology of postnatal long bone tissue development indicates that the remodeling of HC does not occur evenly at the cartilage vs bone-marrow interface, leading to the formation of cartilage columns which eventually become trabecular bone. Cellular lineage tracing studies have shown that growth plate cartilage, trabecular bone and cortical bone are indeed continuous structures at a cellular level, in which cartilage-to-bone cell phenotype switch occurs, with the subsequent gradual modification of extracellular matrix components. Using a Sox9 lineage tracing model we confirmed that this existence of transition occurs during postnatal bone growth. We also showed that it can be replicated in an in vivo extramedullary bone formation model, using chondrocyte progenitors implanted cell-carrier 3D scaffolds. Strikingly, this work shows that chondrocyte-derived osteoblasts formation can be mimicked using in vitro cell culture approaches, which can replicate the sequential chondrocyte to bone differentiation of endogenous bones. This allowed us to define molecular events involved in this process and to identify the transcription factors Alx1, Mesp1, Grhl3, and Hmx3 as its key regulators. These transcription factors are expressed in vitro at cartilage-to-bone phenotype switch point, and in vivo in the areas associated with bone formation, such as developing postnatal bone, which is recapitulated in ectopic bone-forming implants. Using the latter, we functionally showed that Alx1, Mesp1, Grhl3, and Hmx3 transcription factors are indeed essential during postnatal bone development.

## Materials and methods

### Extended materials and methods

See at the supplementary file the extended detailed description of materials and methods, including the commercial references of all reagents at Table S1.

### Animals

All animal experiments were approved by the ethical committee and local competent authorities, under the project licenses no. 70/8560, PP8826065 and PRO-AE-SS-171 (competent authorities: Departamento de promoción económica, medio rural y equilibrio territorial, Diputación de Gipuzkoa, and UK Home Office animals (scientific procedures) act 1986).

### Bone tissue characterization

Tibia, femur and implant samples were imaged by computed tomography (CT, Skyscan 1176, Bruker) or fluorescent stereoscope, followed by fixation and routine histology, compiling decalcification with Osteosoft Mild decalcifier solution, paraffin embedding and sectioning at 4 µm using a microtome (HistoCore BIOCUT Manual Rotatory Microtome, Leica Biosystems). Sections were used for staining and immunostaining. Images were obtained in optical and confocal microscopes.

### Primary cartilage progenitor cell harvesting

Murine cartilage progenitors were obtained from different mouse strains. Cells were isolated from 5 or 6 days-old pups following the procedure described by Gosset et al. and Salvat et al.^41,42^ A fraction of these cells was separated and characterized by Flow Cytometer. The rest was frozen down for further studies.

### Scaffold preparation

Cell carrier implants were prepared as previously described.^46,48^ Briefly, 20 × 60 × 7 mm Gelfoam gelatin sponges (Pfizer, Cat. #0009-0323-01) were sectioned into 128 pieces (4 × 4 × 4 mm each), washed with ethanol 70% (Scharlab, Cat. #ET0003005P) and rehydrated in sterile phosphate buffered saline (PBS) (Gibco, Cat. #14040). Cells were diluted in culture media at 1 × 10^6^ cells/mL and 100 μL (1 × 10^5^ cells) were carefully inoculated in each scaffold using a 1 mL syringe (Braun, Cat. #9161406 V) with 25 G needle (Braun, Cat. #9186166). Cell-seeded scaffolds were transferred to polystyrene ultra-low attachment 24-well plates (Corning, Cat. #3473) and kept in cell culture conditions for 3–5 h. Then, culture media was added, and scaffolds were maintained in cell culture conditions for further studies.

### In vivo subcutaneous implantation

Cell-seeded scaffolds cultured during 3–7 days were transferred to clean well and wet with 5 μL of 5 μg/μL rhBMP-2 (Noricum, Cat. #rhBMP-2) reconstituted in 50 mmol/L acetic acid (Fluka, Cat. #27225). Then, 30 μL of 2% CaCl_2_ reconstituted thrombin from human plasma and 30 μL of water reconstituted fibrinogen from human plasma were incorporated. Clotting was allowed during 10 min in cell culture conditions before proceeding with in vivo implantation subcutaneous at ten-week-old healthy NOD-SCID mice as previously described.^45,48^ At endpoint, Carbon dioxide (CO_2_) overdose was used to euthanize the animals.

### In vitro cell culture studies

Self-assembled cell pellets were formed by centrifugation of 2.5 × 10^5^ to 1 × 10^6^ cells at 200 *g* for 5 min. Long-term cell cultures were done in cell pellets and cell-seeded scaffolds. Differentiation media were: MesenCult-ACF Chondro Differentiation Kit; MesenCult Osteo Stimulation Kit. At stablished endpoints, samples intended for histological analysis were fixed and processed for paraffin-embedding and staining as described above, while samples intended for gene expression studies were processed as follows.

### Gene expression studies

Cell pellet samples were disrupted and homogenized before RNA isolation. Quantitative Real-Time PCR (qPCR) and RNA-sequencing assays were performed, followed by RNA-sequencing data analysis. See details at the Supplementary File.

### Cell transfections

Cell transfection was performed with lentiviral particles. Gene silencing tools were obtained at Santa Cruz, while the design and production of lentiviral vectors for the stable transgene expression were achieved by GEG Tech. See details at the Supplementary File.

### Statistics

Data are presented as mean ± SD, and each individual point is provided in the plots. *P* values of less than 0.05 were considered statistically significant (ns *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001).

## Supplementary information

Supplemental material

## Data Availability

The GEO series record GSE243090 provides access to RNAseq data. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243090.

# Supplementary material for: Modeling the chondrocyte-derived osteoblasts formation process reveals its molecular signature and regulation network
**Source:** Bone Res. 2026 Feb 9;14:19. doi: 10.1038/s41413-025-00500-6
**Supplement:** Supplementary file 1 — Supplemental material

## **Supplemental information for:**

### **Modeling the Cartilage-to-Bone transition process reveals its molecular signature and regulation network.**

*Raquel Ruiz-Hernández<sup>1,2</sup>, Laurie Gay<sup>3</sup>, Verónica Moncho-Amor<sup>4,5</sup>, Pablo Martín<sup>1,2</sup>, Jhonatan A. Vergara-Arce<sup>2</sup>, Stefania Di Blasio<sup>3,6</sup>, Thomas Snoeks<sup>7</sup>, Unai Cossío<sup>2</sup>, Ander Matheu<sup>5,8,9</sup>, Maria M. Caffarelli<sup>5,8</sup>, Daniela Gerovska<sup>5</sup>, Marcos J. Araúzo-Bravo<sup>1,5,8</sup>, Amaia Vilas<sup>10</sup>, Felipe Prosper<sup>10,11</sup>, Sergio Moya<sup>2</sup>, Daniel Alonso-Alconada<sup>1</sup>, Ana Alonso-Varona<sup>1</sup>, Gretel Nusspaumer<sup>12</sup>, Javier Lopez-Rios<sup>12</sup>, Karine Rizotti<sup>4</sup>, Robin Lovell-Badge<sup>4</sup>, Dominique Bonnet<sup>13</sup>, Ilaria Malanchi<sup>3</sup>, Ander Abarrategi<sup>1,2\*</sup>*

#### **Supplementary figures 1 to 9**

#### **Extended Materials and Methods:**

#### **Supplementary Tables 1 and 2**

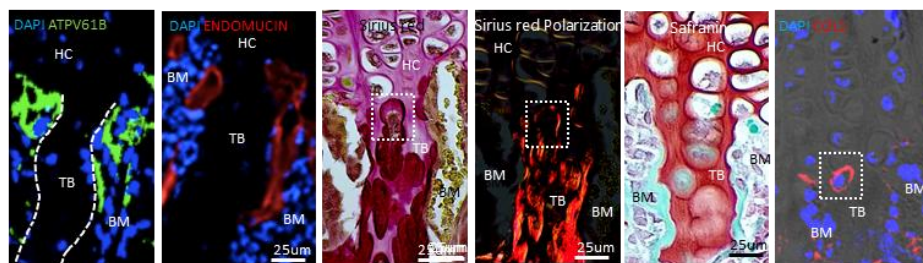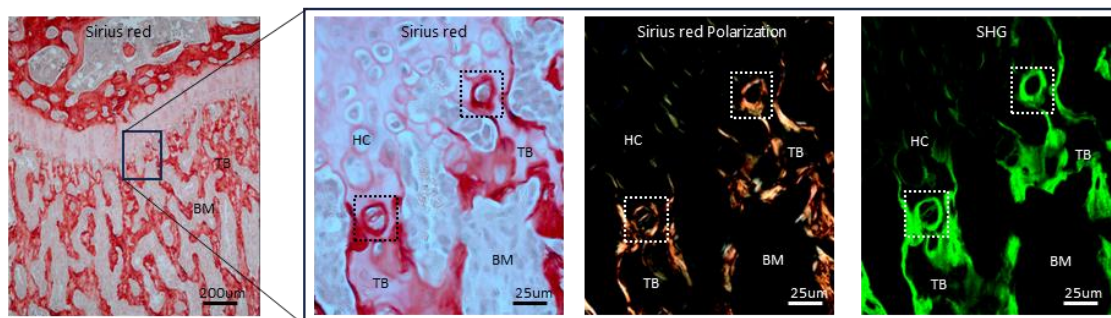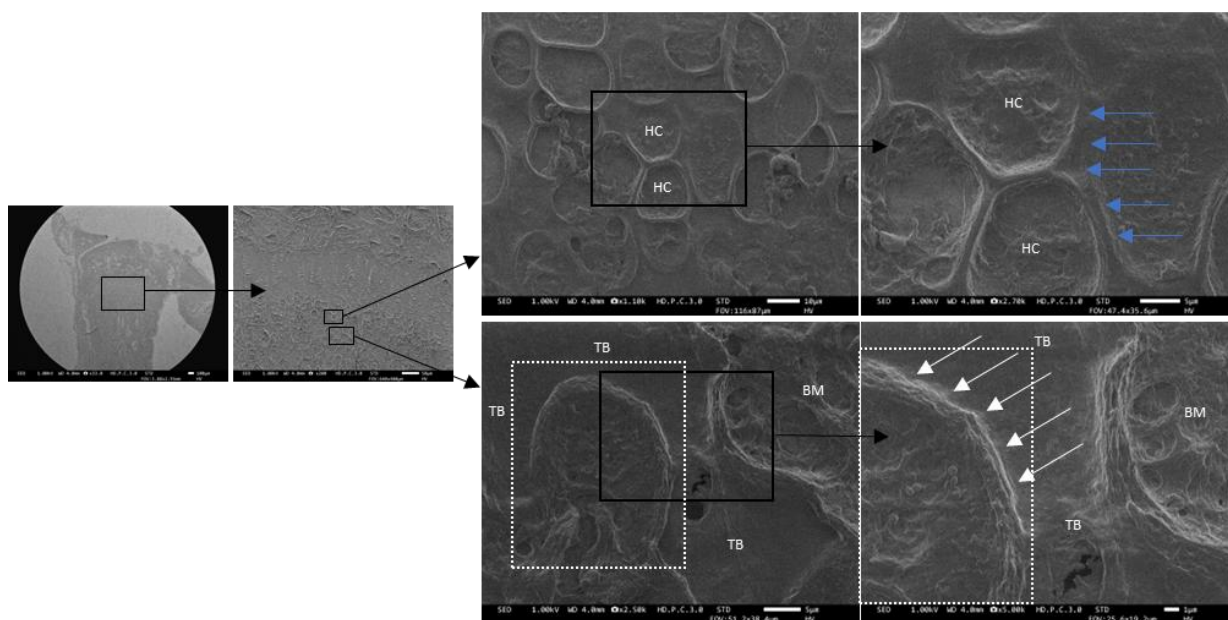

**Figure supplementary 1.** First-row: High magnification images of Figure 1D. Hypertrophic cartilage area (HC) and Trabecular bone area (TB) are a continuum histological structure. At growth plate area, ATPV61B1 (VPP3) staining shows non-resorbing vessel-associated osteoclasts (VAOs) in the vicinity of blood vessels, here shown by endomucin staining. Non-resorbed cartilage cells (Dotted line squares) remains embedded within extracellular matrix at trabecular bone (TB), forming cell-matrix bars surrounded by bone marrow (BM). These embedded cells show collagen in their periphery as shown in red at Sirius red staining and Collagen 1 immunostaining. This collagen forms oriented red-orange collagen fibers as observed under polarized light. The rest of extracellular matrix is positive for safranin staining as at growth plate.

Second-row: Details of the collagen in the periphery of representative non-resorbed cartilage cells embedded at the starting point of trabeculae. Low magnification image shows Sirius red collagen staining, note absence of staining at cartilage growth plate, and the different red staining pattern at trabecular bone and at cortical bone at the secondary ossification center. The black square corresponds to the magnified area in the rest of the images. Dotted lined squares indicate the location of non-resorbed cartilage cells embedded within trabecular bone extracellular matrix and surrounded by collagen fibers, shown as red staining in Sirius red staining, fibers at Sirius red staining under polarized light, and green fluorescent structure when visualized at two photon microscopy second harmonic generation (SHG) microscopy.

Third-row: Surface Electron microscopy (SEM) images at the same area. Images are provided from low magnification to high magnification of those areas indicated by black squares. Two areas are provided, the top one corresponds to hypertrophic chondrocytes (HC) and their cell periphery is a plane tissue with no fibers (blue arrows). Images below correspond to the following cell in the chondrocyte vertical column (White dotted lined square) which is a non-resorbed cartilage cell embedded within trabecular bone (TB) extracellular matrix and surrounded by fibrillar structures (white arrows). In the same image, the trabecular bone surface facing bone marrow (BM) shows the same fibrillar structures.

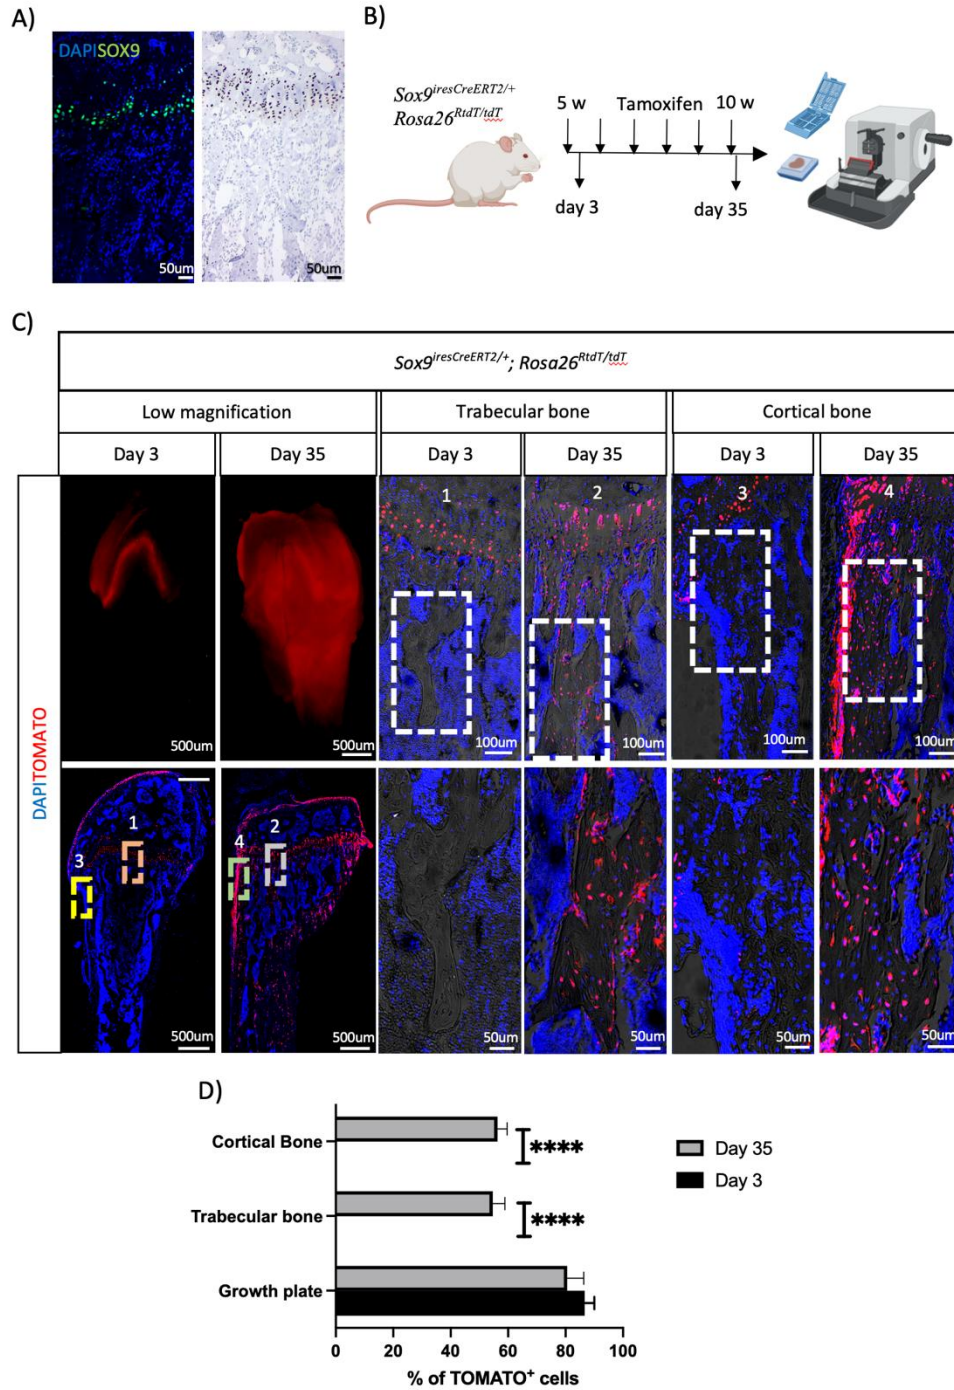

**Supplementary Figure 2. Lineage tracing of SOX9<sup>+</sup> cells form growth plate to trabecular and cortical bone.** A) SOX9<sup>+</sup> cells located at cartilage by immunostaining in 5-week-old mice tissue samples. B) Schematic of tamoxifen treatment for the induction of tomato expression. C) Representative images of Tomato fluorescence in fresh tibia tissue (stereo fluorescence microscope images), and histology immunostaining. Specific areas are numbered and shown in more detail. D) Quantification of tomato positive cells at different tissues (statistics refer to day 3 vs day 35 within the same tissue) (n=18).

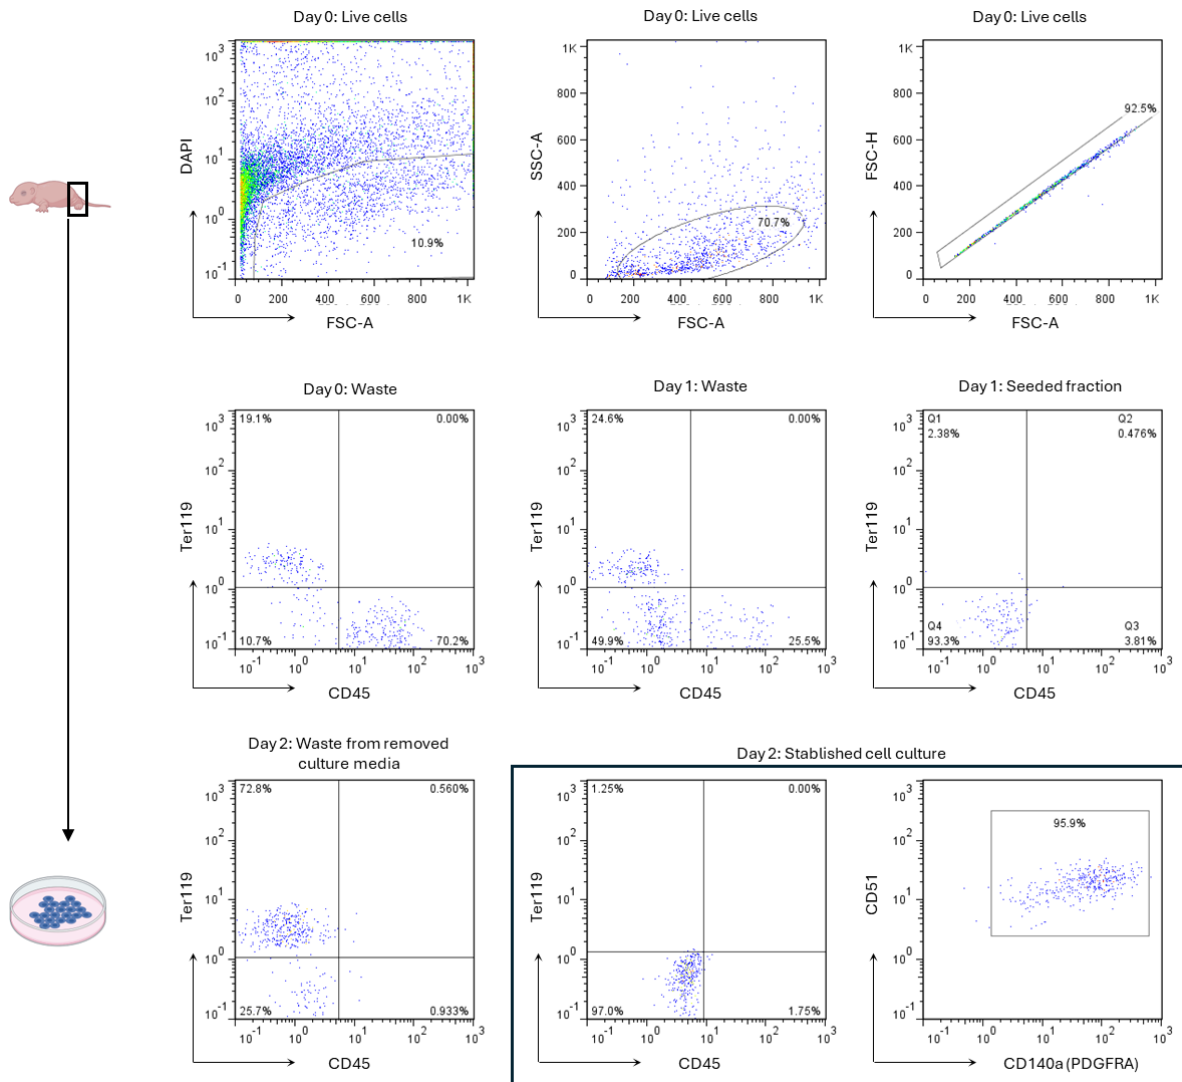

**Supplementary Figure 3. Primary cell culture established from pups cartilage tissue. Phenotype characterization by Citometry.** Gating strategy is provided. Then different steps of the protocol samples were recovered and analyzed.

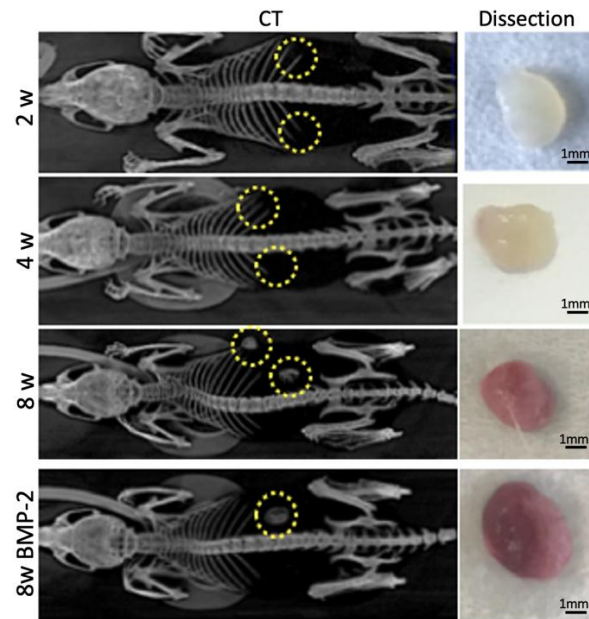

**Supplementary figure 4.** Computed tomography and gross morphology of scaffolds implanted without BMP-2 for 2-4-8 weeks and with rhBMP-2 for 8 weeks (n=3).

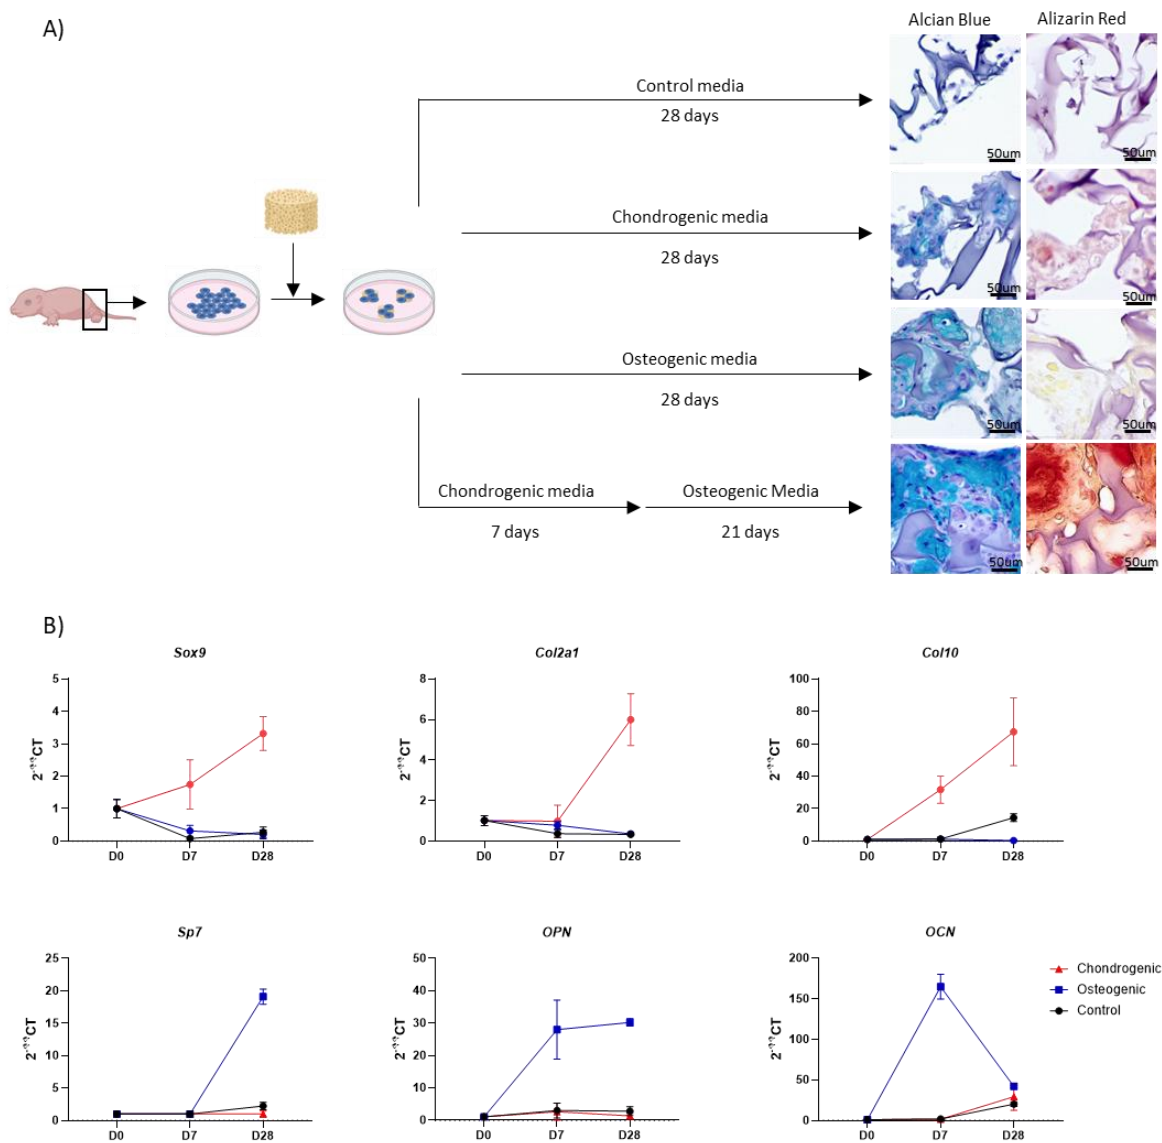

**Supplementary figure 5. *In vitro* primary cartilage precursor differentiation. A) Histology data from assays done using cell-seeded scaffolds.** Similar to self-assembled cell-pellet approach shown in figure 3A, a chondrogenic media treatment followed by osteogenic media serial differentiation protocol is the only one inducing matrix calcification. **B) Gene expression kinetic study of selected cartilage and bone tissue marker genes in control differentiation conditions.** As control to the data shown in figure 3B, data were also obtained from self-assembled cell-pellets treated individually with each of the differentiation media (Control, Osteogenic or Chondrogenic media) (n=3).

## A) 2 weeks

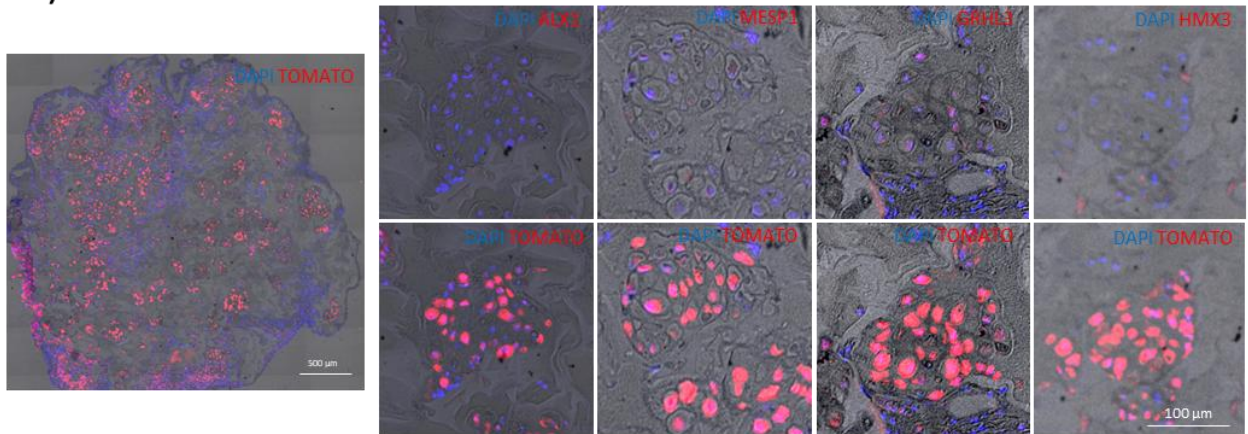

## B) 4 weeks

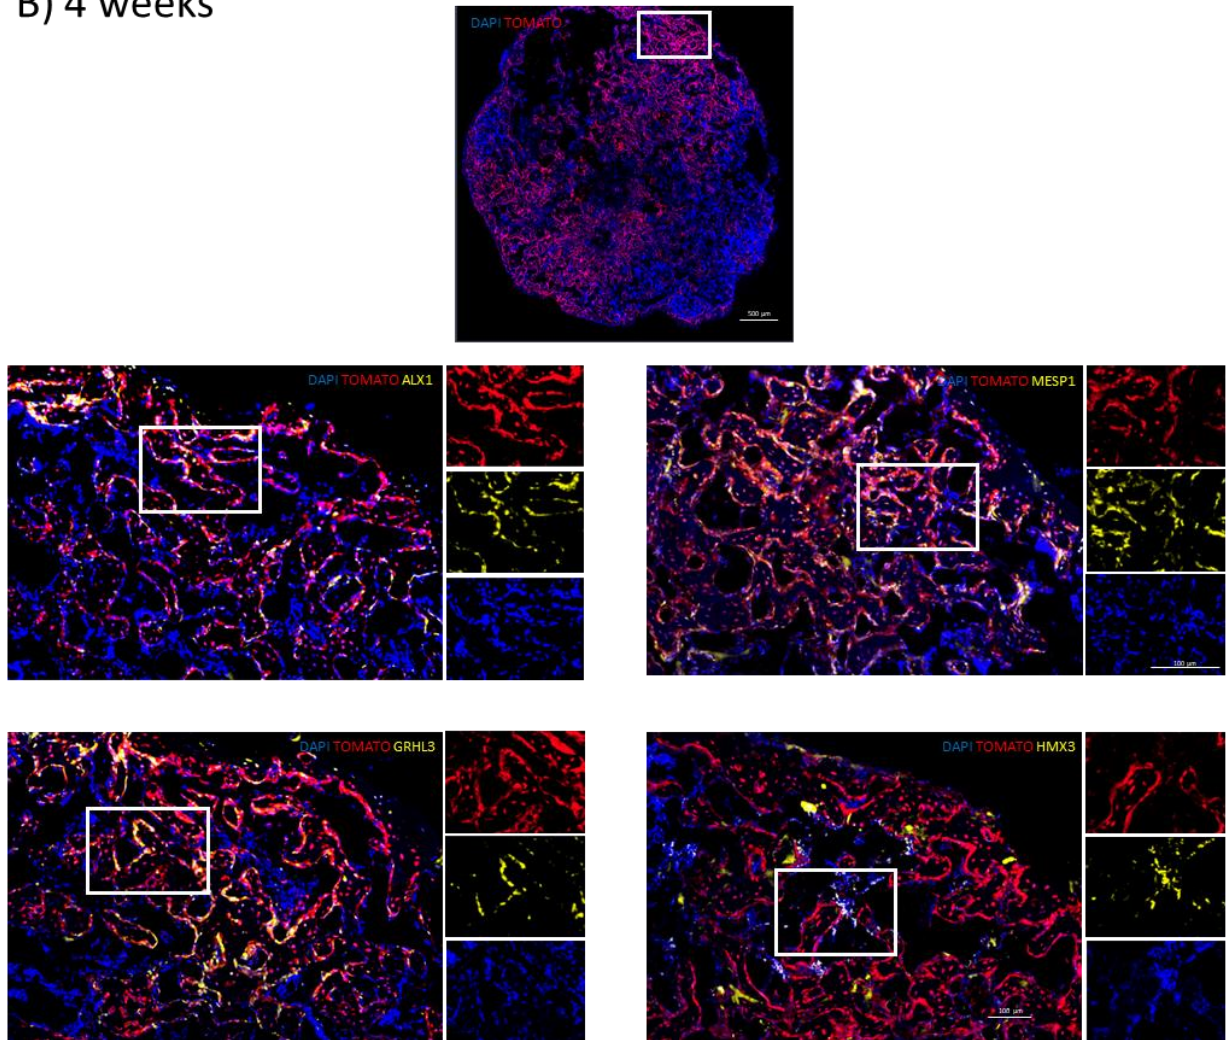

**Supplementary figure 6. Doble immunostaining at bone-forming implantation model.** Implants were carrier of TOMATO expressing cells. A) Samples harvested after 2 weeks of implantation B) Samples were harvested after 4 week of implantation (n=3 per condition).

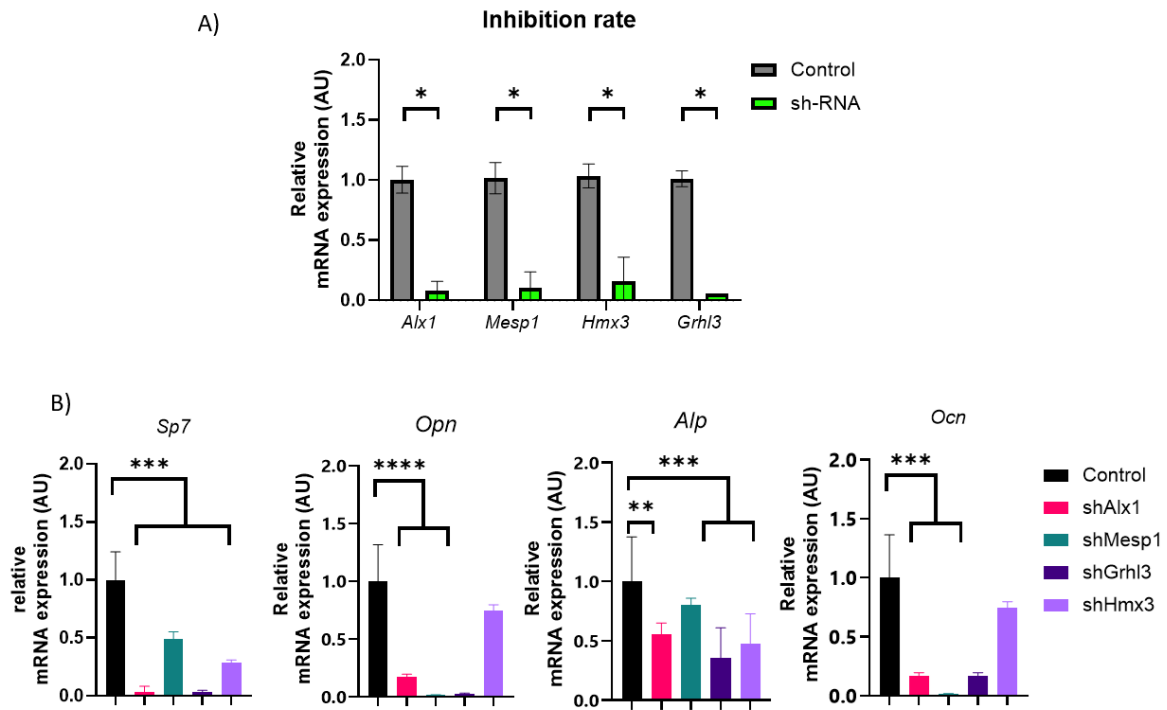

**Supplementary figure 7. shRNA assays.** A) Inhibition rates obtained due to shRNA lentiviral vector transfection. RNA was extracted at day 10 after transfection and antibiotic selection. B) RT-qPCR analysis of osteogenic genes expression in self-assembly cell pellets done with transfected cells and processed for *in vitro* serial differentiation protocol for 28 days (n=2 to 5).

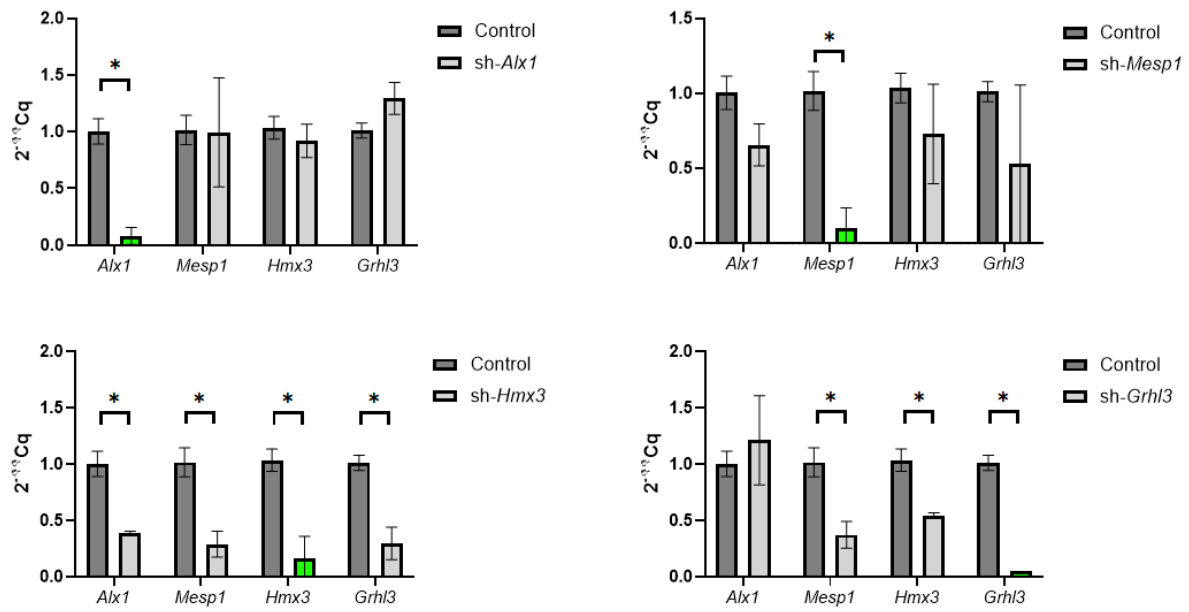

**Supplementary figure 8. shRNA assays.** A) Effect of specific gene silencing in the expression of the other targeted genes. When *Alx1* and *Mesp1* were silenced there was non-significant effect in the expression of other genes. When *Hmx3* and *Grhl3* were silenced, the rest of the target genes were also downregulated (n=2 to 5).

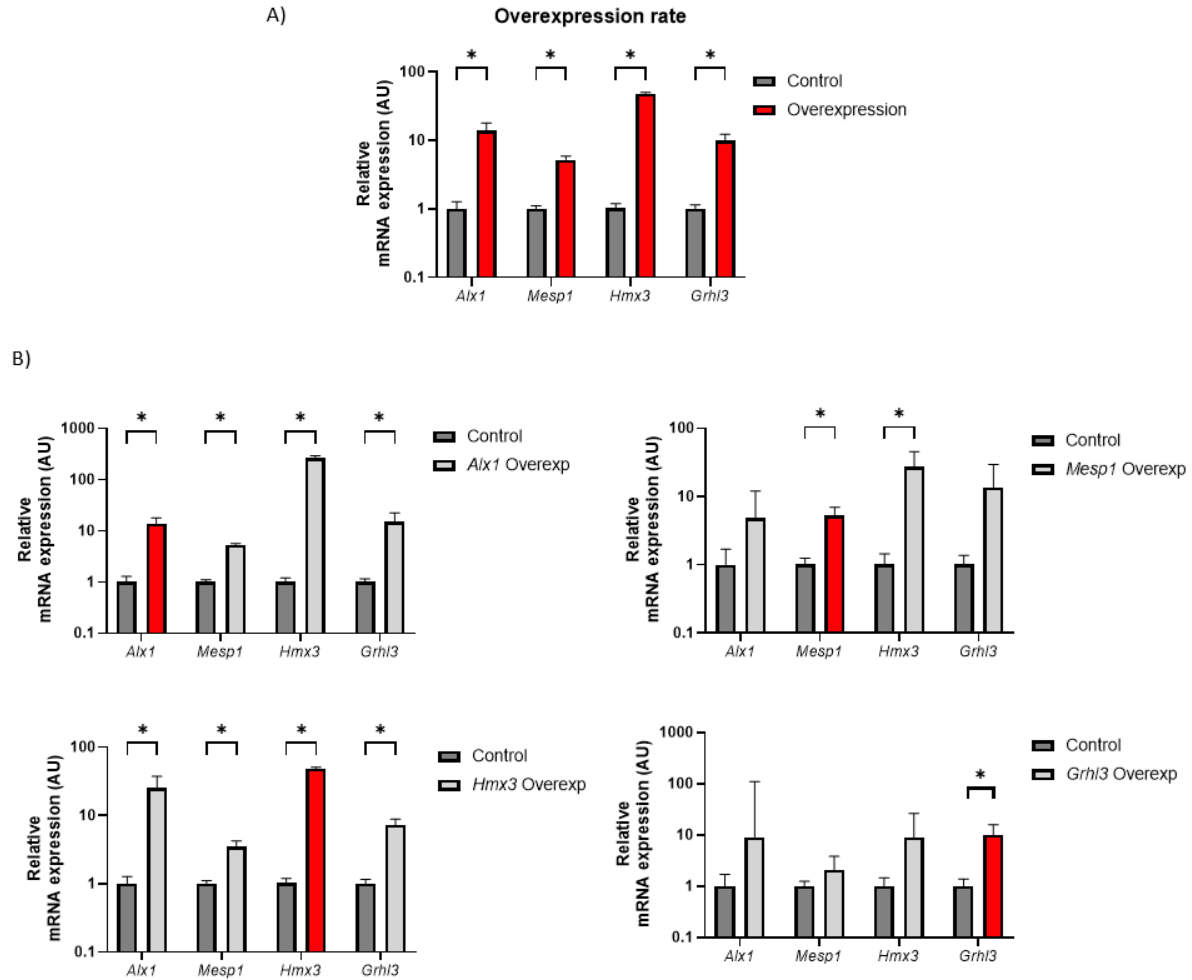

**Supplementary figure 9. Overexpression assays.** After Transduction and antibiotic selection, self-assembly cell pellets were done with transfected cells and processed for *in vitro* serial differentiation protocol. mRNA was extracted from samples after 7 days in chondrogenic media and 3 days in osteogenic media. A) Expression of targeted genes in each transfection approach. B) Expression of the other targeted genes. Note that, in all cases, the overexpression of the specific targeted gene followed by serial differentiation induces the same trend of overexpression in the other targeted genes, suggesting the potentiation of the differentiation process in all cases (n=2 to 5).

## Extended Materials and Methods

Supplementary Table 1. Key resources:

| General Reagent                                                          | Source                           | Identifier   |
|--------------------------------------------------------------------------|----------------------------------|--------------|
| 1 mL Syringe with needle of 25G                                          | Terumo, JPN                      | SS+01H25161  |
| Acetic Acid, Reagent plus (R), $\geq 99\%$                               | Merck, Ge                        | A6283-1L     |
| Alcian-Blue Staining                                                     | Merck, Ge                        | TMS-010-C    |
| Alizarin-Red Staining Solution                                           | Merck, Ge                        | TMS-008-C    |
| Antigen retrieval buffer                                                 | Vector Laboratories, Inc., US    | H-3300       |
| BLOXALL Endogenous Peroxidase and Alkaline Phosphatase Blocking Solution | Vector Laboratories, Inc., US    | SP- 6000     |
| Bovine Serum Albumin                                                     | Merck, Ge                        | A7906-10G    |
| Carprofen                                                                | Zoetis, US                       | Rimadyl      |
| Cell strainer (70 $\mu\text{m}$ )                                        | Corning, US                      | 45352350     |
| Collagenase D                                                            | Merck, Ge                        | 11088882001  |
| DAPI (4',6-Diamidino-2-phenylindole dihydrochloride)                     | ThermoFisher Scientific Inc., US | D8417        |
| Dimethyl sulfoxide                                                       | Merck, Ge                        | D2650-5X10ML |
| D-MEM+4500mg/L GLUCOSE+GLUTAMAX TMI-PYRUVATE                             | ThermoFisher Scientific Inc., US | A361965026   |
| DNase 25mg                                                               | STEMCELL Technologies, Canada    | 7469         |
| Donkey serum                                                             | Merck, Ge                        | D9663-10ML   |
| Ethanol                                                                  | Scharlab, ES                     | ET0003005P   |
| Eukitt® Quick-hardening mounting medium                                  | Merck, Ge                        | 03989-100ML  |
| FBS HEAT INACT. S.AMERICAN(CE) 500ML                                     | ThermoFisher Scientific Inc., US | A310500064   |
| Fibrinogen, human type I from human plasma                               | Merck, Ge                        | F3879-100MG  |
| Fisherbrand™ Borosilicate Glass Rectangular Coverslips                   | ThermoFisher Scientific Inc., US | 12373128     |
| Fluorescent mounting media                                               | Dako, Agilent Technologies, US   | S3023        |
| Formalin 10%                                                             | Merck, Ge                        | HT501128-4L  |
| Gelfoam Pack 12cmx12cm 4 Pieces                                          | Pzifer, US                       | 43521        |
| Goat serum                                                               | Merck, Ge                        | G9023-5ML    |
| GoTaq(R) 2-Step RT-qPCR                                                  | Promega, US                      | A6010        |
| Hematoxylin and Eosin Staining kit                                       | Abcam, UK                        | ab245880     |

|                                                          |                                  |             |
|----------------------------------------------------------|----------------------------------|-------------|
| High Sensitivity D1000 ScreenTape Assay                  | Agilent Technologies, US         | HS-D1000    |
| Illumina Stranded mRNA Prep, Ligation                    | Illumina, US                     | 20040534    |
| ImmPACT DAB                                              | Vector Laboratories, Inc., US    | SK-4105     |
| Invitrogen™ Qubit™ dsDNA Quantification Assay Kit        | ThermoFisher Scientific Inc., US | Q32851      |
| Isoflurane                                               | Abbott, US                       | B506        |
| iTaq Universal SYBR Green Supermix                       | Merck, Ge                        | D61725121   |
| L-glutamine (200 mM)                                     | ThermoFisher Scientific Inc., US | A325030024  |
| MEM $\alpha$ , nucleosides                               | ThermoFisher Scientific Inc., US | A322571020  |
| MesenCult Osteo Stim. Kit (Mouse)                        | STEMCELL Technologies, Canada    | 5404        |
| MesenCult-ACF Chondro Differentiation Kit                | STEMCELL Technologies, Canada    | 5455        |
| Monarch™ Total RNA Miniprep Kit                          | New England Biolabs, US          | 174T2010S   |
| Osteosoft Mild decalcifier-solution                      | Merck, Ge                        | 1017281000  |
| Paraffin                                                 | Leica, DE                        | 39602004    |
| PBS PH 7,4 (1X)                                          | Corning, US                      | 5521-030-CV |
| PBS, 1X Powder Concentrate 98.9GR                        | ThermoFisher Scientific Inc., US | 10316743    |
| Penicillin-streptomycin                                  | ThermoFisher Scientific Inc., US | 11528876    |
| Polybrene Infection / Transfection Reagent               | Merck, Ge                        | TR-1003-G   |
| Puromycin dihydrochloride                                | SantaCruz Biotechnology, US      | sc-108071   |
| Recombinant human bone morphogenetic protein-2 (rhBMP-2) | Noricum, Spain                   | rhBMP-2     |
| Safranin-O Staining                                      | Merck, Ge                        | TMS-009-C   |
| Sirius red/Fast Green Collagen Staining kit              | Amsbio, US                       | 9046        |
| Sterile tissues                                          | -                                | -           |
| Sudan Black                                              | Merck, Ge                        | S2380       |
| Superfrost microscope slides                             | ThermoFisher Scientific Inc., US | 15438060    |
| Surgical material                                        | multiple                         | multiple    |
| Tamoxifen                                                | Merck, Ge                        | T5648       |
| Thrombin from human plasma                               | Merck, Ge                        | T8885-10VL  |
| Triton X-100                                             | Merck, Ge                        | T9284-500ML |

|                                                                                              |                                  |                   |
|----------------------------------------------------------------------------------------------|----------------------------------|-------------------|
| Trypan Blue solution                                                                         | ThermoFisher Scientific Inc., US | T8154-20ML        |
| Trypsin-EDTA (0.25%), phenol red                                                             | ThermoFisher Scientific Inc., US | 11528876          |
| U-Bottom 96 well plate                                                                       | Corning, US                      | 353077            |
| Ultra-Low Attachment Multiple Well Plates                                                    | Corning, US                      | 3473 or 3471      |
| Vectasain Elite ABC kit Peroxidase                                                           | Vector Laboratories, Inc., US    | PK-6100           |
| Xylene                                                                                       | Bio-Optica, IT                   | 06- 1304Q         |
| <b>Antibodies</b>                                                                            | <b>Source</b>                    | <b>Identifier</b> |
| Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647                | ThermoFisher Scientific Inc., US | A-21447           |
| Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594       | ThermoFisher Scientific Inc., US | A-21203           |
| Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 488 | ThermoFisher Scientific Inc., US | a-32790           |
| Goat anti-GFP, polyclonal antibody                                                           | Abcam, UK                        | ab6673            |
| Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594                 | ThermoFisher Scientific Inc., US | A-11005           |
| Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488                | ThermoFisher Scientific Inc., US | A-11008           |
| Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 647               | ThermoFisher Scientific Inc., US | A-21244           |
| Goat anti-tdTomato, polyclonal antibody                                                      | Biorbyt, UK                      | orb182397         |
| Horse Anti-Mouse/Rabbit/Goat IgG Antibody (H+L) (Universal Pan-Specific ), Biotinylated      | Vector Laboratories, Inc., US    | BA-1300-2.2       |
| Mouse and Perilipin, Monoclonal antibody                                                     | Progen                           | 690156s           |
| Mouse anti-Alx1 [96K], monoclonal antibody                                                   | SantaCruz Biotechnology, US      | sc-130416         |
| Mouse anti-Grhl3 [C-12], monoclonal antibody                                                 | SantaCruz Biotechnology, US      | sc-398838         |
| Mouse anti-Mesp1 [JH.12], monoclonal antibody                                                | SantaCruz Biotechnology, US      | sc-130461         |
| Mouse anti-VEGF Monoclonal Antibody (JH121)                                                  | ThermoFisher Scientific Inc., US | MA5-13182         |
| Rabbit anti Osteocalcin, polyclonal antibody                                                 | Acris                            | Bs-0470R          |
| Rabbit Anti-ATP6V1B2 (VPP3), polyclonal antibody                                             | Abcam, UK                        | ab73404           |
| Rabbit anti-Hmx3, polyclonal antibody                                                        | Biorbyt, UK                      | orb693637         |
| Rabbit anti-Sox9, polyclonal antibody                                                        | Bioss Antibodies Inc., US        | bs-10725R         |
| Rabbit Col1, monoclonal antibody                                                             | Abcam                            | ab260043          |
| Rat anti Ter-119 Antibody, anti-mouse, APC                                                   | Miltenyi Biotec, Ge              | 130-102-290       |

|                                                                                |                                  |                    |
|--------------------------------------------------------------------------------|----------------------------------|--------------------|
| Rat anti-mouse CD202b (TIE2) Monoclonal Antibody (TEK4), APC                   | ThermoFisher Scientific Inc., US | 17-5987-82         |
| Rat anti-mouse CD51 (Integrin alpha V) Monoclonal Antibody (RMV-7), PE         | ThermoFisher Scientific Inc., US | 12-0512-81         |
| Rat anti-Endomucin [V.7C7], monoclonal antibody                                | SantaCruz Biotechnology, US      | sc-65495           |
| recombinant human anti-mouse CD140a (PDGFRA) Antibody, APC-Vio® 770, REAfinity | Miltenyi Biotec, Ge              | 130-125-991        |
| recombinant human anti-mouse CD45 Antibody, anti-mouse, FITC, REAfinity™       | Miltenyi Biotec, Ge              | 130-110-796        |
| <b>Lentiviral particles</b>                                                    | <b>Source</b>                    | <b>Identifier</b>  |
| <i>Alx1</i> (m) Lentiviral Particles Lenti-ONE™                                | GEG tech, France                 | lenti-ODS230622004 |
| <i>Alx1</i> shRNA (m) Lentiviral Particles                                     | SantaCruz Biotechnology, US      | sc-141035-V        |
| copGFP Control Lentiviral Particles                                            | SantaCruz Biotechnology, US      | sc-108084          |
| <i>Grhl3</i> (m) Lentiviral Particles Lenti-ONE™                               | GEG tech, France                 | lenti-ODS230622002 |
| <i>Grhl3</i> shRNA (m) Lentiviral Particles                                    | SantaCruz Biotechnology, US      | sc-145762-V        |
| <i>Hmx3</i> (m) Lentiviral Particles Lenti-ONE™                                | GEG tech, France                 | lenti-ODS230622003 |
| <i>Hmx3</i> shRNA (m) Lentiviral Particles                                     | SantaCruz Biotechnology, US      | sc-146056-V        |
| <i>Mesp1</i> (m) Lentiviral Particles Lenti-ONE™                               | GEG tech, France                 | lenti-ODS230622001 |
| <i>Mesp1</i> shRNA (m) Lentiviral Particles                                    | SantaCruz Biotechnology, US      | sc-149373-V        |

## Animals

All animal experiments were approved by the ethical committee and local competent authorities, under the project licenses no. 70/8560, PP8826065 and PRO-AE-SS-171 (competent authorities: Departamento de promoción económica, medio rural y equilibrio territorial, Diputación de Gipuzkoa, and; UK Home Office animals (scientific procedures) act 1986).

Assays were performed in compliance with relevant guidelines (Directive 2010/63/EU) and following the ARRIVE guidelines and recommendations. All mouse lines used in this studies have been previously described: C57BL/6J inbred strain, MGI: 3028467; *Sox9<sup>tm1(cre/ERT2)Haak</sup>* targeted tamoxifen inducible insertion, MGI: 4867441 (50); *R26R<sup>tomato</sup>* targeted mutation, MGI: 3809523 (51, 52); *Col2a1-Cre<sup>ERT</sup>* targeted tamoxifen inducible insertion, MGI: 3665440; *R26R<sup>EYFP</sup>* MGI:2449038; NOD SCID, Immunodeficient spontaneous mutant strain, MGI:2163032. The transgenic mice used in this study were generated by crossing and breeding these strains.

All animals were housed in ventilated cages and fed with standard diet *ad libitum*. Genotyping was performed using Transnetyx. When needed, tamoxifen was used to induce the expression of Cre activity. Tamoxifen solution (20mg/ml) administration was done by oral gavage at 5 mg/25 g body weight. For neonatal induction in pups, tamoxifen was administered subcutaneously at a dosage of 0.25 mg per gram of body weight (0.25 mg/g body weight) once daily for two consecutive days. Alternatively, 4-OHT (1uM during 24h) was added to culture media of cells in culture.

For experimental research, male and female animals were allocated randomly to each experimental group with a minimum of 3 animals per group. The groups and n are mentioned in the text or figure legends or is shown in each figure panel or graphic as individual dots.

## **Bone tissue characterization**

Tibia, femur and implant samples were imaged by computed tomography.  $\mu$ CT scans were performed using a SkyScan-1176  $\mu$ CT scanner (Bruker MicroCT, Kontich, Belgium). The X-ray source was operated at 40kV and 600 $\mu$ A, no filter was used. The scans were made over a trajectory of 180° with a 0.4° step size with a 9.01 $\mu$ m pixel size. The images were reconstructed using nRecon (Bruker MicroCT). CT scans were performed using the MOLECUBES (Ghent, Belgium) X-CUBE (CT) systems. A spiral high-resolution scan was performed (140mA intensity, 40 kV voltage). CT data was reconstructed through an iterative image space reconstruction (ISRA) algorithm, with 200  $\mu$ m voxel size. PMOD (Bruker) image quantification software was used for the analysis of CT images. Volume of interest (VOI) was selected to delimit the implant. A threshold in the grayscale was used to define the calcified tissue within the VOI and calculate its volume.

Fixation with Formalin was followed by decalcification with Osteosoft Mild decalcifier solution, paraffin embedding and sectioning at 4  $\mu$ m using a microtome (HistoCore BIOCUT Manual Rotatory Microtome, Leica Biosystems). After deparaffination, sections were used for multiple procedures as follows.

**Surface electron microscopy (SEM)** Deparaffined sections were dried at RT and stored at desiccator. Samples were imaged in a Field Emission Scanning Electron Microscope JSM-IT800 (JEOL, Tokyo, Japan) operated at 1.00kV acceleration voltage and probe current of 3.0. Secondary electron detector imaging at low accelerating voltage and low current allows topography images with high surface detail of non-conductive samples reducing beam-induced damage on the sample and edge effect artifacts.

**Second Harmonic generation (SHG).** To detect structured collagen, deparaffined sections were mounted and the Second Harmonic Generation nonlinear optical process was observed using a Zeiss LSM 880 NLO multiphoton laser microscope coupled with a Mai Tai Deep See multiphoton laser. Imaging was performed with a C Apochromat 40 $\times$  water objective (1.20 numerical aperture). Big2 detectors (Non-Descanned Detectors) were used for image acquisition in ranges 380-430nm

(Collagen SHG) and 575–610 nm (Background), with excitation at 820 nm at 1% power. The image pixel size was set to 0.10 micrometers, with 8-bit resolution.

**Staining.** Deparaffined sections were used for Hematoxylin and Eosin H&E staining (Abcam, Cat.# ab245880); Alcian blue staining with Hematoxylin counterstaining (Merck, Cat.# TMS-010-C and Abcam, Cat.# ab245880); Safranin-O (Merck, TMS-009-C), Sirius red/Fast Green Collagen (Amsbio, 904), Alizarin red (Merck, TMS-008-C) mounted and examined using an optical microscope equipped with a simple add-on polarizer and a digital imaging system (BA210 Digital Microscope, Motic).

**Immunostaining.** Mouse non-cross-reactive antibodies used for immunofluorescence and/or immunohistochemistry staining (See supplementary table 1)

Immunofluorescence (IFF): Deparaffined sections were used for antigen retrieval and permeabilization by incubating the slides in a steamer for 40 minutes in retrieval buffer. Upon reaching room temperature (RT), sections were washed five times for 10 minutes each in PBS containing 0.1% Triton X-100. To block nonspecific binding, sections were incubated for 30 minutes at RT in blocking buffer composed of 1% BSA, 5% donkey or goat serum, and 0.1% Triton X-100 in PBS. Slides were covered with parafilm to prevent evaporation during incubation. Following blocking, excess buffer was gently removed, and tissue boundaries were delineated with a hydrophobic PAP pen. Forty microliters of diluted primary antibody (1:200 to 1:1000 depending on the antibody) were applied to the target sections, while control sections received 40  $\mu$ l of a diluent solution (PBS, 0.1% Triton X-100, 0.2% BSA, 1% serum). Slides were sealed with parafilm and incubated overnight at 4 °C in a humidified chamber. The following day, slides were washed three times for 5 minutes in PBS-Triton 0.1%. Subsequently, 40  $\mu$ l of diluted secondary antibody (1:500) was applied to each section, and slides were incubated for 1 hour at RT in the dark, again within a humidified chamber. After incubation, slides were washed three times in PBS. To reduce erythrocyte autofluorescence, Sudan Black staining was performed for 10 minutes and then slides were washed three times in PBS. Sections were then mounted with DAPI-containing mounting medium for nuclear counterstaining.

Stained samples were imaged using a ZEISS Axio Observer fluorescence microscope. Specific protein localization was visualized based on the fluorescent signal from the antibody-conjugated fluorophores.

Immunohistochemistry (IHC): Antigen retrieval was achieved by heat treatment for 40 minutes. Endogenous peroxidase activity was blocked with BLOXALL™ and tissues were washed with PBS containing 0.1% Triton X-100. Non-specific binding was prevented by incubating the sections with a blocking buffer (1% BSA, 5% serum, 0.1% Triton X-100) for 30 minutes. Primary antibodies were applied to the sections, and control samples were incubated with diluent. After overnight incubation at 4°C, sections were incubated with the biotinylated secondary antibody for 1 hour at room temperature. Signal amplification was performed using the VECTASTAIN® Elite ABC kit. After signal development with ImmPACT® DAB, counterstaining was done with hematoxylin, followed by dehydration in ethanol and xylene. Finally, slides were mounted with Eukitt® Quick-hardening medium and examined using an optical microscope with a digital imaging system (BA210 Wifi Digital Microscope, Motic).

### **Primary cartilage progenitor cell harvesting**

Murine cartilage progenitors were obtained from of different mouse strains. Cells were isolated from 5 or 6 days-old pups following the procedure described by Gosset *et al.* (53). Briefly, Heads and condyles from femurs and heads from tibiae were separated using a scalpel and incubated with digestion solution (MEM  $\alpha$ , nucleoside (Gibco, Cat.# 22571020) containing 1% penicillin streptomycin (Gibco, Cat.# 15070063 ) and Collagenase D 3 mg/mL (Merck, Cat.# 11088882001) for 45 min at 37°C. With a pipette, the tissue was dissociated from the cartilage pipetting up and down until cartilage pieces were cleared. These cartilage pieces were transferred to a petri dish and incubated overnight with diluted digestion solution (0,5 mg/mL of Collagenase D). On day 2, media and cell were retrieved and after adding an equal volume of cold complete medium, the pieces were dissociated pipetting up and down until a suspension of isolated cells was obtained. Cells were filtered through a cell strainer (70  $\mu$ m) (Corning, Cat.# 00431751) to remove undigested tissue or debris and centrifuged for 10 mins, at 1250 rpm at 4°C. Supernatant was removed and cells

were resuspended in complete culture medium. Cells were centrifuged and resuspended again and plated on culture dishes overnight. A fraction of these cells was separated and characterized in a MACSQuant® Analyzer 10 Flow Cytometer using the following anti-mouse antibodies (Dilution 1:1000 in all cases): CD45 (Miltenyi, Cat.# 130-110-796); Ter-119 (Miltenyi, Cat.# 130-102-290); CD202b (TIE2) (Thermo Fisher Scientific, Cat.# 17-5987-82); CD140a (PDGFRA) (Miltenyi, Cat.# 130-125-991); CD51 (Integrin alpha V) (Thermo Fisher Scientific, Cat.# 12-0512-81). The rest was frozen down for further studies. Cell suspensions were centrifuged at 200g for 5 minutes, resuspended in PBS with 2% FBS, and incubated with fluorescent antibodies for 15–30 minutes. After adding additional PBS with 2% FBS, samples were centrifuged again, and resuspended in PBS with 2% FBS and DAPI. The samples were filtered with a 100 µm mesh cap and loaded into a flow cytometer for analysis based on fluorescent properties. FlowJO software was used for further population analysis.

### **Scaffold preparation**

Cell carrier implants were prepared as previously described (65, 66). Briefly, 20x60x7 mm Gelfoam gelatin sponges (Pfizer, Cat. # 0009-0323-01) were sectioned into 128 pieces (4x4x4 mm each), washed with 70% ethanol (Scharlab, Cat.# ET0003005P) and rehydrated in sterile phosphate buffered saline (PBS) (Gibco, Cat.# 14040). Cells were diluted in culture media at  $1 \times 10^6$  cells/ml and 100µl ( $1 \times 10^5$  cells) were carefully inoculated in each scaffold using a 1mL syringe (Braun, Cat.# 9161406V) with 25G needle (Braun, Cat.# 9186166). Cell-seeded scaffolds were transferred to polystyrene ultra-low attachment 24-well plates (Corning, Cat. # 3473) and kept in cell culture conditions for 3-5 hours. Then, culture media was added, and scaffolds were maintained in cell culture conditions for further studies.

### **In vivo subcutaneous implantation**

Cell-seeded scaffolds cultured for 3-7 days were transferred to clean well and supplemented with 5  $\mu$ L of 5  $\mu$ g/ $\mu$ L rhBMP-2 (Noricum, Cat. # rhBMP-2) reconstituted in 50 mM acetic acid (Fluka, Cat. # 27225). Then, 30  $\mu$ L of 2%  $\text{CaCl}_2$  reconstituted thrombin from human plasma (Merck, Cat. # T8885) and 30  $\mu$ L of water reconstituted fibrinogen from human plasma (Merck, Cat. # F3879) were incorporated. Clotting was allowed during 10 minutes in cell culture conditions before proceeding with *in vivo* implantation.

Ten-week-old healthy NOD-SCID (Charles River laboratories, strain code 394) mice were used for *in vivo* implantation studies. The animals were randomly allocated to the following groups:

Sample size was established at  $n=3$  per group and two implantation times and according to the primary outcome measure (Histology). The total number of used animals was 24. No exclusions were performed. Group allocation was blinded at the outcome assessment and data analysis steps. Anesthesia was induced with 2.5% isoflurane and  $\text{O}_2$  at 2-4%. PBS reconstituted analgesic and anti-inflammatory Carprofen (Zoetis, Rimadyl) (5  $\mu$ g/g of animal) was administered subcutaneously. A wide section of fur from the back was shaved. Then, skin was sterilized twice with Povidone-iodine (Mylan, Cat. # Betadine). For each scaffold implantation, 0.5 cm incision was made in the skin located just on top of the spine of the animal. With forceps, and using the skin-generated incision, a pocket under the skin was made down the side of the animal. A scaffold was inserted, making sure it was placed deep within the pocket, and then the incision was stapled and cleaned with Povidone-iodine. Anesthesia was removed and animals were supervised until total recovery. PBS reconstituted analgesic and anti-inflammatory Carprofen (5  $\mu$ g/g of animal) was administered subcutaneously every 24 h during 3 days after surgery. Carbon dioxide ( $\text{CO}_2$ ) overdose was used to euthanize the animals.

### ***In vitro* cell culture studies**

Self-assembled cell pellets were formed by centrifugation of  $2.5 \times 10^5$  to  $1 \times 10^6$  cells at 200G for 5 min. Long-term cell cultures were done in cell pellets and cell-seeded scaffolds. Differentiation media were: MesenCult-ACF Chondro Differentiation Kit (Stem Cell Tech, 5455); MesenCult Osteo Stimulation Kit (Stem Cell Tech, 5404). At established endpoints, samples intended for histological analysis were fixed and processed for paraffin-embedding and staining as described above, while samples intended for gene expression studies were processed as follows.

### **Gene expression studies**

Cell pellet samples were disrupted and homogenized. RNeasy Plus Mini Kit (Qiagen, Cat. # 74134) was used to remove genomic DNA (gDNA) and isolate total Ribonucleic acid (RNA) according to the producer's instructions. RNA concentration was measured using a Nanodrop spectrophotometer (Thermo fisher Scientific).

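The primer pairs of Supplementary table 2 were matched to the mouse transcripts of GENCODE M21. Those for Alx1 would amplify 6 transcripts, with products of 673 to 1049 bp, and those for Grhl3, Hmx3 and Mesp1 1 transcript each, with products of 61, 109 and 122 bp. The Sp7 pair matches 1 transcript, with a product of 271 bp, when the listed forward and reverse strands are exchanged. The osteocalcin pair matches transcripts of Bglap2 and Bglap3, and no Bglap transcript holds both of its primers. The Gapdh pair gives a product of 177 bp from 6 Gapdh transcripts and also matches 67 other annotated genes. These are Gapdh-ps15, a pseudogene by name, and genes with Gm-numbered symbols.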

For **Quantitative Real-Time PCR** (qPCR) assay, primers for target genes were designed using primer-BLAST primer design tool (NIH, USA) (Supplementary table 2) and purchased (Merck). RNA was reverse transcribed to cDNA and prepared for RT-PCR reaction using the GoTaq(R) 2-Step RT-qPCR kit (Promega Biotech Iberica, Cat. # A6010) and based on the manufacturer's indications. Real time PCR reaction was performed using a CFX Connect Real-time PCR detection system (Bio-rad) and differential gene expression was calculated by using the  $2^{-\Delta\Delta Ct}$  method. Gene expression levels of target genes were measured by normalization to the housekeeping gene *GAPDH* exploiting control samples as calibrators. Data are provided normalized to data of cells seeded in control cell culture standard plastic surface. All the reactions were conducted in triplicates.

For **RNA-sequencing**, roughly 150 ng of high-quality total RNA (RIN >8) was used for the transcriptomic assays using Illumina's Stranded mRNA Prep ligation according to the manufacturer's instructions. Briefly, oligo(dT) magnetic beads were used to capture and purify poly-adenylated mRNA molecules from total RNA. The

purified mRNA was then fragmented and reverse-transcribed to cDNA using random primers. A second strand cDNA synthesis step removed the RNA template while incorporating dUTP in place of dTTP in order to preserve strand specificity. Next, double-stranded cDNA was A-tailed, then ligated to Illumina anchors bearing T-overhangs. PCR-amplification of the library allowed the barcoding of the samples with 10bp dual indexes and the completion of Illumina sequences for cluster generation. Libraries were quantified with Qubit dsDNA HS Assay Kit and their profile was examined using Agilent's HS D1000 ScreenTape Assay. Sequencing was carried out in an Illumina NextSeq2000 using paired-end, dual-index sequencing (Rd1: 59 cycles; i7: 10 cycles; i5: 10 cycles; Rd2: 59 cycles) at a depth of 30 million reads per sample.

Further RNA-sequencing data analysis were conducted as previously described (56). 

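The deposited file lists genes by symbol and gives no coordinates. Of its 28244 symbols, 28064 are in mouse annotations of GRCm38, 27896 of them in GENCODE M21 and 25786 in RefSeq, and 180 are in neither. The positions given with genes come from that mouse annotation.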

We used HISAT2 (57) to align the RNA-seq reads to the human reference genome hg38, and Cufflinks (58) to annotate them. We calculated the counts of aligned reads to each gene with HTSeq (59). We merged the transcriptomics results into a single text file and used it in the downstream analysis in Matlab. We equalized the data and stabilized them through the log2 transform of the data plus one; calculated the average values for each group of replicates; selected the Differentially expressed genes (DEGs) whose absolute value of difference of mean values between the two groups was less than a selection threshold  $\theta_{\text{DEG}}=1$  of fold change in log2 scale; selected the statistically significant DEGs using the Student's t-test with a significance threshold  $\alpha_{\text{DEG}}= 0.05$ . 

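The study's own selection was also applied to the tested genes. It was taken as a difference of group means of at least 1 on the log2 scale and an unadjusted p under 0.05 per gene. The supplementary methods print the difference as less than the threshold of 1, which was read here as at least 1. It gave 1492 genes for D8 against D7, 1740 for D10 against D8, 3174 for D10 against D7, 4547 for D28 against D10 and 3086 for D28 against D7.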

DEGs sets were used to perform Gene Ontology (GO) enrichment analysis (<http://geneontology.org>). Additionally, Gene Set Enrichment Analysis was performed with GSEA (<http://software.broadinstitute.org/gsea/msigdb>). The scatter plots, principal component analysis, GO and GSEA were performed using in-house functions developed in Matlab (MathWorks). Transcriptional regulatory networks were obtained using String database of known and predicted protein-protein interactions (<http://string-db.org>).

Supplementary Table 2. Primers:

| Name                                           | Sequence (5'-3')       | Tm°  | GC content (%) | Product length |
|------------------------------------------------|------------------------|------|----------------|----------------|
| ACTB-F                                         | TGAGCTGCGTTTTACACCCT   | 59,8 | 50             | 231            |
| ACTB-R                                         | TTTGGGGGATGTTTGCTCCA   | 59,8 | 50             | 231            |
| HPRT1-F                                        | CAGTCCCAGCGTCGTGATTA   | 59,8 | 55             | 168            |
| HPRT1-R                                        | TGGCCTCCCATCTCCTTCAT   | 60,3 | 55             | 168            |
| GAPDH-F                                        | ATGACATCAAGAAGGTGGTG   | 60   | 45,00          | 177            |
| GAPDH-R                                        | CATACCAGGAAATGAGCTTG   | 59,7 | 45,00          | 177            |
| SOX9-F                                         | GAGGAAGTCGGTGAAGAACG   | 63,8 | 55,00          | 163            |
| SOX9-R                                         | CTGAGATTGCCCAGAGTGCT   | 64,6 | 55,00          | 163            |
| COL10-F                                        | ACCCCAAGGACCTAAAGGAA   | 63,4 | 50,00          | 146            |
| COL10-R                                        | CCCCAGGATACCCTGTTTTT   | 63,7 | 50,00          | 146            |
| COL2A1-F                                       | ACTGGTAAGTGGGGCAAGAC   | 62,9 | 55,00          | 115            |
| COL2A1-R                                       | CCACACCAAATTCCTGTTC    | 63,4 | 45,00          | 115            |
| OSTEOCALCIN-F<br>(Bgalp1,Bglap2<br>and Bglap3) | CAAGTCCC ACACAGCAGCTT  | 65,5 | 55,00          | 371            |
| OSTEOCALCIN-R<br>(Bgalp1,Bglap2 and<br>Bglap3) | AAAGCCGAGCTGCCAGAGTT   | 67,4 | 55,00          | 371            |
| OPN-F                                          | CACTCCAATCGTCCCTAC     | 58   | 55,56          | 157            |
| OPN-R                                          | AGACTCACCGCTCTTCAT     | 57,4 | 50,00          | 157            |
| SP7-F                                          | GGAAGGGTGGGTAGTCATTTG  | 64,3 | 52,38          | 271            |
| SP7-R                                          | TCCTCTCTGCTTGAGGAAGAAG | 63,9 | 50,00          | 271            |
| ALX1-F                                         | GGAGACGCTGGACAATGAGT   | 64,3 | 55             | 673            |
| ALX1-R                                         | AGGCGAGTGAGAGTAAGGTG   | 61,1 | 55             | 673            |
| HMX3-F                                         | CCCATCCTCTACCACGAGAA   | 64   | 55             | 109            |
| HMX3-R                                         | AGTAGTAGACTGGGTGCGG    | 59,4 | 57,8           | 109            |
| GRHL3-F                                        | GCAAGCGAGGCATCCTGGTTAA | 71   | 54,5           | 61             |
| GRHL3-R                                        | ACGTGGTTGCTGTAGTGTTGG  | 64,9 | 52,3           | 61             |
| MESP1-F                                        | CCGCCTGCCTACCCTAGAC    | 65,9 | 68,4           | 122            |
| MESP1-R                                        | CTGAAGAGCGGAGATGAGGGA  | 68   | 57,1           | 122            |

## **Cell transfections:**

Cell transfection was performed with lentiviral particles for gene silencing or stable transgene expression.

The gene silencing approach involved a pool of 3 target-specific lentiviral vector plasmids each of them encoding 19-25 nt (plus hairpin) shRNAs designed to knock down gene expression of each gene of interest. Each plasmid contained puromycin resistance gene for the selection of cells stably expressing shRNA. For setting up the transfection and selection conditions cop-GFP control lentiviral vector was used and puromycin titration kill curve was performed.

Design and production of lentiviral vectors for the stable transgene expression were achieved by GEG Tech. The cDNA sequence of each target was cloned at integrative lentiviral vector pseudotyped VSVg. The cDNA sequences were linked to the neomycin resistance marker with a P2A sequence and these ORFs were under the control of the PGK promoter. See supplementary table 1 for the list of specific lentiviral particles used.

Cells were transfected by spinoculation. 200.000 cells were resuspended in a volume of 1ml of complete media containing lentiviral vectors (5 MOI) and Polybrene 8 ug/ml (Merck Cat.# TR-1003-G), followed by centrifugation at 200g at RT for 20 min, and incubation at 37\_C, 95% humidity, 5% CO<sub>2</sub> for 4–6 h. Afterwards supernatant was discarded, cells were resuspended in complete media and seeded in a 25 cm<sup>2</sup> cell culture flask with fresh complete media. At 24 h culture medium was removed and replaced with media supplemented with the required selection antibiotic.

## **Statistics**

All data were plotted and statistically analyzed using the GraphPad Prism software (La Jolla, CA, USA). In all cases, data normality was verified using the Shapiro–Wilk test and a normal QQ plot was assessed before statistical analysis using parametric tests (t-test, ANOVA) and Tukey's multiple comparisons tests.

How the deposited data were processed for this re-analysis (not part of the article)

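RNA sequencing of cell pellets was re-analysed from the values that the authors deposited for 12 libraries, 3 replicates at each of D7, D8, D10 and D28 of the serial differentiation protocol. The qPCR, histology, imaging and implantation experiments, and the gene silencing and overexpression assays, were not analysed here. According to the supplementary methods, paired-end reads were aligned with HISAT2, annotated with Cufflinks, counted per gene with HTSeq, merged, equalized between samples and transformed in Matlab. The deposited unit is therefore log2, the log2 of the equalized count plus a pseudocount of 1, and replicates were not pooled. The sorted values are nearly identical between libraries, as after quantile normalization, and all libraries share the same largest value, 20.92. The supplementary methods name the human genome hg38, while the file lists mouse gene symbols, and the positions given here are those of GRCm38.

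The totals of the original counts are not kept in such values, so the depth of a library is known only through its lowest levels. The position of a low value among the distinct values of its library was taken as its read count. Relative depth ranged from 0.730 to 1.05 at D10 and from 1.20 to 1.31 at D28, and between 11055 and 12383 genes per library were at 0. A floor of 3 reads, the level under which a value was treated as a bound, corresponds to at most 2.87 on the log2 scale. These levels describe counting error only, since reads without molecular identifiers are not independent molecules.

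Genes with a log2 value of at least 1 in at least 3 libraries were kept, and 10570 genes failed this filter. Means of the 4 time points were fitted with limma 3.58.1 in R 4.3.3 (residual degrees of freedom 8, prior degrees of freedom 7.23, with a trend of the variance on mean expression), and 5 comparisons were reported. The p-values are limma's moderated two-sided ones with Benjamini-Hochberg adjustment over all genes tested. The methods of DESeq2 and edgeR were not used, because the values are not counts. Trend classes were derived from the calls of the same fit. Principal components were taken from the centred values without scaling. Reactome sets with 10 to 500 genes in the background were taken from fgsea 1.28.0 and tested with a one-sided Fisher's exact test, with the sets' own genes among the tested genes as background, and camera from limma was the alternative. Figures, primer matches and symbol checks were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 and the annotation GENCODE M21. The gene ontology, GSEA and STRING steps of the paper use online resources and were not repeated.

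The limma calls, trend classes, the study's own rule and the Reactome test were tested on simulated data with known changes. With 200 changed genes among 17654, limma found 197 with 13 false calls and the study's own rule found 195 with 159 false calls. The trend classes were correct for 197 of the 200, with 0 false assignments, and the Reactome test found the 1 set that had been planted. Changes were planted at D10 only, with a single effect size, in genes well above the floor. The simulation therefore does not cover genes near the floor, classes other than D10 peak and dip, or as many changes as the data hold. All genes of the planted set were in the tested list, so finding it was certain to be easy.

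The genes named are those that the paper names for the RNA-seq in its text or legibly in Fig. 4e and 4f, the markers of Fig. 3 and the pluripotency factors. In addition, the 5 largest rises and 5 largest falls were named for D28 against D7, and the 5 largest of each kind for the D10 classes. These had to be past the threshold, in the upper 75% of mean expression and without overlap between replicates. Bone matrix, mineralization and tissue lists were written in advance, and the lists of vitamin D and ERK response genes were written after the data were seen.

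Alternatives covered the filter on low values, the normalization, a replicate block, the study's own rule, the fold change threshold, the scaling of the principal components and each replicate left out in turn. Raising every low value to a common floor and scaling the unlogged values by median of ratios were added after seeing the data. The replicate numbers are not stated to pair the same cell preparation across time points, so no replicate term was used. No sequencing batch or date is given for the libraries, so batches could not be examined.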

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

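All tests in this part were chosen after the results they examine had been seen, while the lists of adipocyte and skeletal muscle genes had been written in advance. The 3 patterns below concern genes that the paper does not discuss for the pellets. Groups of 3 libraries are too small to test single libraries as extreme.

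Genes of adipocytes were higher at D28 than at D7. The 7 genes of the list (Cfd, Adipoq, Cidec, Lep, Pparg, Plin1 and Fabp4) all passed the threshold upward, with a median log2 fold change of 3.81 and a range from 2.61 to 9.20. At D10 against D7, 6 of them had been lower, with a median of -2.35. All values of these genes at D7 and D28 lie above the 3-read level, so raising low values to that level changed none of them and left the median at 3.81. The log2 ratio of the median relative depths of D28 and D7 was 0.41, smaller than the rise of each of the 7 genes, so unequal depth does not account for it. Of 10000 random lists matched on mean expression, 0 had a median as extreme (permutation p = 0.0001, the smallest they can give). A shift common to genes of the same expression therefore does not account for the rise. The lists treat genes as independent and cannot exclude other effects of the equalization by the authors. Each D28 library showed the rise, from 3.44 to 4.35 above the mean of D7, so it does not come from a single mixed library. All 7 genes were above 3 reads in every D7 library, so cells of the adipocyte lineage may have been present from the start, and bulk RNA cannot tell their expansion from a change of the pellet cells. A candidate explanation is a response of the pellet cells to 21 days in osteogenic medium, but the pattern cannot be told apart from RNA of other cells.

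Cyp24a1 was present at D28 and nearly absent before. Its mean log2 value was 13.53 at D28, against 0 at D7, 0.62 at D8 and 0.81 at D10. With low values raised to the 3-read level the difference from D7 was 10.65, and the lowest D28 library lay 10.45 above the highest library of the other time points, so neither depth nor a single library accounts for it. The log2 fold change at D10 against D7 was 0.81, not past the threshold, so the rise was not present after 3 days in osteogenic medium. A response to vitamin D is a candidate explanation, since the gene encodes the enzyme that degrades it. Of the genes Vdr, Trpv6 and S100g, only 1 passed the threshold upward in D28 against D7. That was S100g, with a log2 fold change of 4.24, while Trpv6 had no call. Vdr, the vitamin D receptor gene, differed by 0.67 between D28 and D7 and was not past the threshold, but it had a log2 fold change of -3.01 at D10 against D7 and of 3.68 at D28 against D10. This test cannot tell whether vitamin D signaling acted, and the composition of the media beyond the kits is not given in the paper's text.

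Skeletal muscle genes were lower at D28 than at D7. The 6 genes of the list (Myog, Acta1, Ckm, Myh3, Mylpf and Tnnt3) all passed the threshold downward, with a median log2 fold change of -4.77. With low values raised to the 3-read level the median was -4.02. Of 10000 random lists matched on mean expression, 0 were as extreme (permutation p = 0.0001, the smallest they can give). Each D7 library lay above the mean of D28, by a median of at least 4.57, so the pattern does not rest on a single D7 library. The median had fallen by D8, at -1.55, and at D10 was -2.69. Muscle cells carried over from the dissected tissue and lost in culture could give such a steady fall, and so could a change of the pellet cells, so the pattern cannot be told apart from RNA of other cells.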

How the results depend on the processing

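Most alternatives were set before the data were examined. The common floor, which raises every value under the highest 3-read level to that level, the scaling by median of ratios, a pseudocount of 0.1 on the unlogged values, and most settings for the Reactome sets other than camera and the study's own rule were chosen after seeing the data.

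Without a fold change threshold, the adjusted p alone gave 3714 genes for D8 against D7, 5096 for D10 against D8, 7288 for D10 against D7, 9259 for D28 against D10 and 6592 for D28 against D7. Under the other settings these 5 counts stayed within 1.5 times their main values. The 3 fits that each left out one replicate gave 910 to 1042, 1186 to 1691, 2675 to 3481, 4281 to 4490 and 2540 to 2722 genes, in the same order. With a replicate block, the counts were 1210, 1691, 3326, 4825 and 3030. The deviations of same-numbered libraries from their group means had a mean correlation of -0.0075 over 18 pairs, against 0.0037 over 36 differently numbered pairs, so the numbers carry no common signal across time points. A further quantile normalization changed the counts little (1249 genes for D8 against D7), since the values are already equalized. Median-of-ratios scaling moved the median gene of D28 against D10 by 0.13 on the log2 scale, and the share of genes higher at D28 rose from 50.1% to 57.1%. With the adjusted p alone that share was 43.2%. For D8 against D7, the adjusted p alone moved the share of genes higher at D8 from 45.9% to 56.7%.

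With a log2 fold change threshold of 2, the classes held 398 (late up), 224 (late down), 70 (early up), 170 (early down), 261 (D10 peak), 361 (D10 dip), 7 (D8 peak) and 2 (D8 dip) genes, that is 862 genes in the late and early classes and 631 in the intermediate ones. The D8 peak class, which held 20 genes, also moved to 10 with a mean log2 value of at least 3, to 11 with a pseudocount of 0.1, to 31 under the study's own rule and to 6 to 11 across the 3 fits that each left out one replicate. The D8 dip class moved from 12 to 6 under the common floor. The cause was not tested for these classes, which hold few genes.

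The share of variance on the first principal component was 42.4% without the filter, 70.2% on the 500 most variable genes, 35.1% with unit variance, 54.5% under the common floor, 32.2% with a pseudocount of 0.1 and 46.1% to 48.7% without each replicate. On the second component it was 19.4% on the 500 most variable genes, 23.9% under the common floor, 17.5% with a pseudocount of 0.1 and 22.4% to 24.8% without each replicate. The distance ratio was 4.07 on the 500 most variable genes, 0.685 with unit variance, 1.21 with a pseudocount of 0.1 and 1.91 to 2.70 without each replicate. With unit variance, the closest libraries of different time points thus lay nearer to each other than the replicates farthest apart, which says nothing on the other pairs of time points.

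The number of Reactome sets enriched among the intermediate genes, 6 as reported, was 1 without the filter and 17 with a mean log2 value of at least 3. It was 1 under the common floor, 2 with median-of-ratios scaling and 1 to 10 without each replicate. Camera ranks all tested genes at D10 against D7 and does not use the intermediate genes, and by it 51 sets passed. Extracellular matrix organization passed for the intermediate genes under every setting run, and by camera. The GPCR sets lost their enrichment without the filter, under the common floor and without replicate 2 or 3. They did not pass by camera either, which asks for a shift in 1 direction and not for enrichment in the list. With median-of-ratios scaling, 3 of these 4 sets also lost it (adjusted p = 0.115, 0.115 and 0.139), and G alpha i signalling events lost it under the study's own rule (0.119). With a pseudocount of 0.1, 2 of them lost it (0.0595 and 0.164). Among the genes of D28 against D7, 19 to 29 sets passed without each replicate, against 33 as reported. By camera on all tested genes, 114 sets passed at D28 against D7. The cause of these shifts was not tested.

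Of 76 results for single genes, 65 kept their direction and their side of the threshold under all settings run, and 11 changed under at least one. Of the 825 pairs of a result and a setting, 22 were weaker, 2 stronger and 1 reversed. The reversed one is Sp7 at D28 against D7, with a log2 fold change from -0.61 to 0.034 across the 3 fits that each left out one replicate. Alx1 at D28 against D7 was weaker under 9 settings. Other changes were for Phex, Col1a1, Alpl, Col10a1, Sox2, Zkscan16, Tspear and Alx1 at D10. For the remaining results, 287 pairs of a result and a setting were unchanged, 13 moved, 29 were weaker and 1 was stronger.

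Depth limits the size of changes near the floor. At D10, whose libraries were the shallowest by median, 120 of the 736 D10 dip genes were at or under 3 reads in all libraries. For Zkscan16, Tspear and Sox2, and for the network genes Vwc2 and Edn1, the calls at D10 against D7 were lost under the common floor. This floor is the 3-read level of the shallowest library and lies above the D7 mean of Tspear and Sox2 and less than 1 log2 unit below that of Zkscan16, Vwc2 and Edn1, so it leaves the size of these falls open and says nothing on their presence. The rises of the network genes Epgn, Npffr2 and Cd74 were also lost, which left 7 of the network genes higher and 20 lower at D10. Among the alternatives set in advance, a test of read counts could not be run, since the file holds no counts.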

Differences from the paper's values

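The numbers of genes per trend differ from those in the paper's figure. The paper's text does not define the trends, and the cause was not tested. For the late down class, 608 genes were found, against the paper's about 230 in Fig. 4c, read by eye. Of the alternatives set before the data were examined, only the log2 fold change threshold of 2 closed this gap, with 224 genes. The late up class held 687 genes, against the paper's about 450 in Fig. 4c, read by eye. This gap was closed by a mean log2 value of at least 3 (470 genes) and by the threshold of 2 (398). Each of the 3 fits with a replicate left out also closed it (525 to 584). So did a pseudocount of 0.1 (609 genes), chosen after seeing the values. The other alternatives did not. The early down class held 364 genes, against the paper's about 55 in Fig. 4c, read by eye, and the early up class 199, against the paper's about 25 in Fig. 4c, read by eye. None of the alternatives closed these gaps, and the threshold of 2 came nearest with 170 and 70 genes.

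At the intermediate time points, the D10 dip class held 736 genes, against the paper's about 180 in Fig. 4d, read by eye, and the D10 peak class 780, against the paper's about 72 in Fig. 4d, read by eye. None of the alternatives set before the data were examined closed these gaps, and the threshold of 2 came nearest with 361 and 261. The D8 dip class held 12 genes, against the paper's about 3 in Fig. 4d, read by eye, a gap closed only by the threshold of 2, with 2 genes. The D8 peak class held 20 genes, against the paper's about 8 in Fig. 4d, read by eye. It held 10 with a mean log2 value of at least 3, 7 with the threshold of 2 and 6 to 11 without each replicate, which closed the gap, as did a pseudocount of 0.1, chosen after seeing the values, with 11 genes, and the other alternatives did not.

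The paper lists Alx1 among the transcription factors altered at the intermediate stages, whereas here its D28 value was also lower than its D7 value (log2 fold change -1.41), which leaves it in no class. It is in the D10 peak class without the filter, with a mean log2 value of at least 3, with the replicate block, under the study's own rule, without replicate 1, without replicate 2 and with the threshold of 2, and it is a late down gene without replicate 3. It is also in that class under the common floor, with median-of-ratios scaling and with a pseudocount of 0.1, all chosen after seeing the values. The paper draws its network from intermediate genes, and 13 of the 34 genes read from Fig. 4e were in no intermediate class here. Against the 21 that were in one, 28 were with the threshold of 2, 20 under the study's own rule, 17 without replicate 2 and 14 with a mean log2 value of at least 3, and 15 under the common floor and 20 with median-of-ratios scaling, both chosen after seeing the values. The paper names MAPK, NOTCH and BMP signaling as the most modulated events, from gene ontology terms tested on its own genes. The Reactome sets nearest to these did not pass the threshold among the intermediate genes under any setting run, with adjusted p-values of at least 0.25. These sets hold 10, 69 and 22 genes of the background, in that order. They differ from the paper's terms and were tested on another gene list, so this does not repeat the paper's test. The paper states that no reprogramming factors were seen among the transcription factors. Here Klf4 and Myc were higher at D10 than at D7, with log2 fold changes of 1.44 and 1.55. Both were already well above the 3-read level at D7, and Myc was in no intermediate class. Pou5f1 was at 0 in all libraries, Sox2 was at 0 in the D10 libraries and Nanog did not differ between D10 and D7. These last genes give no difference from the paper's statement.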

Other observations

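All tests in this part were chosen after the results they examine had been seen.

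Other groupings of the libraries were examined for each count of genes. For each comparison, 4 splits of the 6 libraries part all 3 same-numbered pairs, and 1 of the 4, the real one, gave as many genes in each of the 5 comparisons. The other 3 gave 0 genes past the threshold, and so did the 6 splits that part 1 pair. At an unadjusted p under 0.05, the largest counts among the others were 1227, 1052, 1730, 863 and 974 for D8 against D7, D10 against D8, D10 against D7, D28 against D10 and D28 against D7, compared with 5877, 6949, 8564, 10134 and 8011 for the real splits. With so few splits, a share under 0.05 cannot be reached. For the trend classes, 100 of the 576 arrangements of days within replicates were drawn. For the late and early classes, 2 of the 100, the real one included, gave as many genes, and for the intermediate classes 1 of the 100, the real one alone. The largest other counts were 1897 and 1222, and the arrangement with 1897 kept all D28 libraries together and exchanged the days D7, D8 and D10.

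Cartilage matrix genes were lower at D10 than at D7. Of the 10 genes of the list, 8 passed the threshold downward, with a median log2 fold change of -1.61. From D10 to D28, 6 rose. All values of the list at D7 and D10 lie above the 3-read level, so raising low values to that level changed none of them (median -1.61). The log2 ratio of the median relative depths of D10 and D7 was -0.056. Of 10000 random lists matched on mean expression, 0 were as extreme (permutation p = 0.0001, the smallest they can give), although the lowest random median, -1.60, came close, and the D10 library with the smallest fall had a median of -1.62. Unequal depth and a single library therefore do not account for it, and no random list at the same expression reached its size, by a narrow margin. A temporary loss of cartilage matrix expression after the change of medium is a candidate explanation, but RNA from other cells was not tested, and the pattern was found and tested on the same data.

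The D10 dip class was examined for the effect of depth. With low values raised to the 3-read level, it held 592 genes against 736, but 510 of the 736 have no value under that level, so this test does not limit the share of the class that is due to depth. The log2 ratio of the median relative depths was -0.056 for D10 against D7 and -0.47 for D10 against D28, nearer to 0 than the change of -1 that the class requires, so a uniform difference in depth does not account for the calls.

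Col2a1 was the highest gene in 9 of the 9 libraries of D7, D8 and D28. Quantile normalization gives the highest gene of each library the same value, so the absence of a change in Col2a1 among these time points is set by the equalization. In the D10 libraries Fn1 was the highest gene.

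Glucocorticoid-response genes were lower at D8 than at D7, with a median log2 fold change of -0.87 over the 7 genes of the list, 3 of them past the threshold. Of 10000 random lists matched on mean expression, 0 were as extreme (permutation p = 0.0001, the smallest they can give), and the lowest random median was -0.75. A shift common to genes of the same expression therefore does not account for the fall. The lists treat genes as independent and cannot exclude other effects of the equalization. The chondrogenic and osteogenic media may differ in glucocorticoid, but their composition was not examined, and no biological explanation was tested.

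ERK-response genes were higher at D10 than at D7, with a median log2 fold change of 2.24 and 7 of 7 past the threshold. Of 10000 random lists matched on mean expression, 0 were as extreme. The list was written after the D10 peak genes had been seen, so this result cannot show that ERK activity was higher, and ERK activity is only a candidate explanation.

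Macrophage genes were higher in replicate 2 of D28 than in the other D28 libraries, by a median of 2.42 on the log2 scale over 5 genes (Ptprc, Cd68, Adgre1, Csf1r and Lyz2). Of 10000 random lists, 0 were as extreme (highest random median 1.80). These lists compare genes within a library picked after the data were seen. They cannot show that the library is extreme, since groups of 3 libraries are too small for that. Carried-over macrophages may be the source, but 1 library cannot tell this from a change of the cells.

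Proliferation genes were lower at D28 than at D7, with 6 of 7 past the threshold and a median log2 fold change of -2.28. Of 6 genes that respond to TGF-β, 4 were lower at D28 (median -1.59). Of the housekeeping genes, Gapdh changed by -0.34 at D10 against D7 (adjusted p = 0.058, limma), Actb by 0.83 (adjusted p = 0.0003) and Hprt by 0.10.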
